# Aspects of the Neurospora crassa Sulfur Starvation Response Are Revealed by Transcriptional Profiling and DNA Affinity Purification Sequencing

**DOI:** 10.1128/mSphere.00564-21

**Published:** 2021-09-15

**Authors:** Lori B. Huberman, Vincent W. Wu, Juna Lee, Chris Daum, Ronan C. O’Malley, N. Louise Glass

**Keywords:** DAP-seq, nutrient sensing, sulfur starvation response, transcriptional profiling

## Abstract

Accurate nutrient sensing is important for rapid fungal growth and exploitation of available resources. Sulfur is an important nutrient source found in a number of biological macromolecules, including proteins and lipids. The model filamentous fungus Neurospora crassa is capable of utilizing sulfur found in a variety of sources from amino acids to sulfate. During sulfur starvation, the transcription factor CYS-3 is responsible for upregulation of genes involved in sulfur uptake and assimilation. Using a combination of RNA sequencing and DNA affinity purification sequencing, we performed a global survey of the N. crassa sulfur starvation response and the role of CYS-3 in regulating sulfur-responsive genes. The CYS-3 transcription factor bound the promoters and regulated genes involved in sulfur metabolism. Additionally, CYS-3 directly activated the expression of a number of uncharacterized transporter genes, suggesting that regulation of sulfur import is an important aspect of regulation by CYS-3. CYS-3 also directly regulated the expression of genes involved in mitochondrial electron transfer. During sulfur starvation, genes involved in nitrogen metabolism, such as amino acid and nucleic acid metabolic pathways, along with genes encoding proteases and nucleases that are necessary for scavenging nitrogen, were activated. Sulfur starvation also caused changes in the expression of genes involved in carbohydrate metabolism, such as those encoding glycosyl hydrolases. Thus, our data suggest a connection between sulfur metabolism and other aspects of cellular metabolism.

**IMPORTANCE** Identification of nutrients present in the environment is a challenge common to all organisms. Sulfur is an important nutrient source found in proteins, lipids, and electron carriers that are required for the survival of filamentous fungi such as Neurospora crassa. Here, we transcriptionally profiled the response of N. crassa to characterize the global response to sulfur starvation. We also used DNA affinity purification sequencing to identify the direct downstream targets of the transcription factor responsible for regulating genes involved in sulfur uptake and assimilation. Along with genes involved in sulfur metabolism, this transcription factor regulated a number of uncharacterized transporter genes and genes involved in mitochondrial electron transfer. Our data also suggest a connection between sulfur, nitrogen, and carbon metabolism, indicating that the regulation of a number of metabolic pathways is intertwined.

## INTRODUCTION

In nature, fungi must efficiently exploit nutrients to establish colonies and outcompete neighboring microbes. Along with essential nutrients such as carbon, nitrogen, and phosphate, sulfur is also required. In humans, mutations in sulfur acquisition and metabolism genes cause skeletal abnormalities and other serious medical conditions (1, 2). Pathogenic fungi unable to properly regulate sulfur utilization genes show reduced virulence (3).

Fungi acquire sulfur from a variety of sulfur sources. The organic sulfur substrates cysteine and methionine are preferred as they require minimal metabolic processing for use in cellular processes, such as translation and the use of *S*-adenosylmethionine (SAM) in methyl group transfer to various substrates. However, fungi also acquire sulfur from other organic and inorganic sources, including taurine, cysteic acid, sulfate, and aromatic sulfate compounds (4).

In the filamentous fungus Neurospora crassa, sulfur-responsive genes are regulated by the basic leucine zipper transcription factor CYS-3 (NCU03536) (5). During sulfur limitation, CYS-3 activates the expression of itself, genes encoding sulfur transporters, and enzymes required for sulfur metabolism (6). When sulfur is abundant, the F-box protein SCON-2 (NCU08563) and the Skp protein SCON-3 (NCU08991) are thought to act in an Skp, cullin, F-box (SCF) E3 ubiquitin ligase complex to degrade CYS-3 (7, 8). The reduced abundance of CYS-3 reduces expression of sulfur regulated genes.

A similar regulatory scheme exists in other filamentous fungi. A CYS-3 homolog, MetR, is required for utilization of nonpreferred sulfur sources in Aspergillus nidulans and Aspergillus fumigatus (3, 9). Like in N. crassa, an SCF E3 ubiquitin ligase complex is thought to regulate abundance of MetR in A. nidulans (10, 11). However, the genomes of A. nidulans and other fungi in the *Eurotiales* also contain a *metR* paralog, *metZ*. In A. nidulans, *metZ* is regulated by MetR; MetZ is involved in activating some sulfur starvation response genes (12).

Substantial work in N. crassa and other fungi elucidated aspects of sulfur regulation using classical and molecular genetics. However, global regulation of sulfur-responsive genes is not understood. We addressed this question by profiling the transcriptional response of N. crassa to sulfur starvation. To further characterize the role of CYS-3 in sulfur regulation, we combined RNA sequencing (RNA-seq) of a *cys-3* mutant with DNA affinity purification sequencing (DAP-seq) of the CYS-3 protein, allowing us to identify direct targets of the CYS-3 transcription factor. Along with genes involved in sulfur metabolism, transcription of a substantial number of genes encoding known sulfur transporters and uncharacterized major facility superfamily (MFS) transporters was directly regulated by CYS-3. Additionally, our data suggest a connection between sulfur, nitrogen, and carbon metabolism.

## RESULTS

### Genes encoding enzymes involved in sulfur acquisition and assimilation are regulated in response to sulfur starvation.

Sulfur is required for cell growth. To ensure sufficient sulfur is available, during sulfur limitation N. crassa cells upregulate expression of sulfur transporters and enzymes involved in sulfur metabolism (13–16). However, the global sulfur starvation response has not been elucidated. We therefore profiled the transcriptional response of N. crassa during sulfur starvation. We grew wild-type cells in media containing 800 μM sulfate for 24 h and washed the mycelia either in media lacking sulfur or containing 24 μM sulfate. 

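RNA sequencing covered 12 libraries in 4 groups of 3 independent cultures: wild-type and *cys-3-* cells, each exposed for 4 h to medium with 24 μM sulfate or to sulfur starvation. In the *cys-3-* strain a hygromycin resistance cassette replaces part of *cys-3*. Mycelia came from a 24-h culture whose medium, by the sample labels, also held methionine at 500 mg/liter. Poly(A) RNA was read as unstranded 90-bp single-end reads. The authors aligned these reads with HiSat2 to the predicted transcripts of the *N. crassa* OR74A genome (version 12), and positions given beside genes are on that assembly. For every library they deposited the FPKM that Cufflinks assigned to each of 9758 genes, before any scaling between libraries, with its confidence interval. Read counts are not among the deposited values, so the number of reads behind each FPKM was worked out from the width of its interval. These implied reads summed to 7.33 to 11.2 megareads per library. Group medians were 10.5 megareads for wild type and 7.60 megareads for *cys-3-* in 24 μM sulfate, and 10.0 megareads for wild type and 8.80 megareads for *cys-3-* in sulfur starvation. A gene at or under 3 implied reads in all 3 libraries of a group was treated as at the floor, and a fold change against it is given as a lower bound that covers counting error alone. Pairs of replicates correlated across genes with Pearson's r of 0.982 to 0.997, although genes are not independent replicates. The targeted gene, *cys-3* (NCU03536), had 58.7 to 66.6 FPKM in the 3 wild-type libraries and 74.9 to 79.7 FPKM in the 3 *cys-3-* libraries from 24 μM sulfate. In sulfur starvation it had 132 to 162 FPKM in wild type and 71.1 to 73.7 FPKM in *cys-3-*. All 12 libraries entered one limma fit of log2(FPKM + 1), from which adjusted p values were taken for the 5035 genes with a mean of at least 10 FPKM in at least 1 of the 4 groups. A gene is called differentially expressed below when its adjusted p was under 0.05, the ratio of group mean FPKM was at least 2 and the mean reached 10 FPKM in at least 1 of the groups compared. For a single gene, an exact two-sided permutation test of 3 libraries against 3 cannot give a p under 0.1, so the p values beside genes are limma's.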

We then exposed cells to sulfur starvation or 24 μM sulfate for 4 h prior to harvesting cells for RNA-seq. 

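Wild-type cells exposed to 24 μM sulfate had 0.250 ± 0.111 FPKM (SD, n = 3) of the arylsulfatase gene *ars-1* (NCU06041; chromosome VII, 2005289 to 2007359). The sulfate permease gene *cys-14* (NCU04433; chromosome IV, 3375754 to 3380167) had 4.35 ± 2.65 FPKM (SD, n = 3) in that medium. In sulfur starvation the means were 105 ± 27.3 FPKM for *ars-1* and 356 ± 51.6 FPKM for *cys-14* (SD, n = 3). Each starved library lay above each library from 24 μM sulfate for both genes, and chance separates 2 groups of 3 in this way, in either direction, for 10% of genes. Cultures in medium with 800 μM sulfate throughout were not analysed here.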

We chose 24 μM sulfate for expression profiling at 4 h because it repressed expression of known sulfur-responsive genes (13, 16) (see Fig. S1A and B in the supplemental material)—similar to exposure to Vogel’s minimal medium (VMM; 800 μM sulfate) (17–19)—and also supported growth of N. crassa (Fig. S1C).

10.1128/mSphere.00564-21.2 FIG S1 Sulfur-responsive genes are activated by CYS-3 in response to sulfur starvation. Shown are FPKM of (A) *ars-1* (NCU06041) and (B) *cys-14* (NCU04433) in wild-type and *cys-3^−^* cells exposed to 24 μM sulfate and sulfur starvation. Bars indicate the average of 3 biological replicates. Dots indicate individual data points. Average FPKM and standard deviation are indicated above or within each bar. (C) Wild-type cells were inoculated onto slants containing either VMM with 800 μM sulfate or VMM with 24 μM sulfate and incubated for 2 days at 30°C in constant dark and 4 days at 25°C in constant light. A representative image of at least 3 biological replicates is shown. Download FIG S1, TIF file, 1.1 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Expression of 151 genes was at least 2-fold differentially regulated in cells exposed to sulfur starvation compared to cells exposed to 24 μM sulfate (Fig. 1A; see Fig. S2 and Data Set S1 in the supplemental material). 

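Of the 5035 genes tested in wild type, 157 were differentially expressed between sulfur starvation and 24 μM sulfate. The adjusted p was under 0.05 for 1160 genes, of which 1003 changed less than 2-fold or stayed under 10 FPKM, and the unadjusted p was under 0.05 for 1806. In all 157 genes the 3 starved replicates lay entirely above or below the other 3, an arrangement that chance gives for 10% of unselected genes. The 157 were selected by their difference between the same libraries, so this is not independent evidence. The sheet of this comparison in Data Set S1 shares 146 genes with these calls. Dropping the FPKM minimum moved the count most, to 234 genes, which included 156 of the 157. With each library left out in turn, between 141 and 186 genes were differentially expressed.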

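Categories were taken from the sheet of sulfur assimilation genes in Data Set S1, since the KEGG assignments were not analysed here. Each category was set against the 4908 genes that could have been differentially expressed, with a one-sided Fisher's exact test adjusted over both comparisons of the study. Sulfur metabolism held 11 differentially expressed genes among 19 (odds ratio 44.7, adjusted p = 6.1e-12), all of them upregulated during starvation. For sulfur transporters the numbers were 6 among 8 (adjusted p = 6.9e-08), and for sulfur regulation 2 among 3 (adjusted p = 0.00398). Cysteine and methionine metabolism held 4 among 43 (odds ratio 3.16, adjusted p = 0.0473). That last value passed 0.05 when replicate 2 of wild type in 24 μM sulfate was left out (adjusted p = 0.0775) and after quantile normalization (adjusted p = 0.0544), and over all its alternatives it ran from 0.00397 to 0.0775. Of the 74 genes of the sheet that were tested, 23 were differentially expressed when p was adjusted over the list alone and 23 when it was adjusted over all genes. The sheet is the study's own selection, so the former count is not independent evidence.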

Functional enrichment analysis of these 151 genes showed an overrepresentation of genes involved in sulfur utilization, including sulfur, cysteine, methionine, glutathione, taurine, and hypotaurine metabolism. These 151 genes also showed enrichment for alanine, aspartate, glutamate, β-alanine, and butanoate metabolism (Fig. 1B).

**FIG 1:**
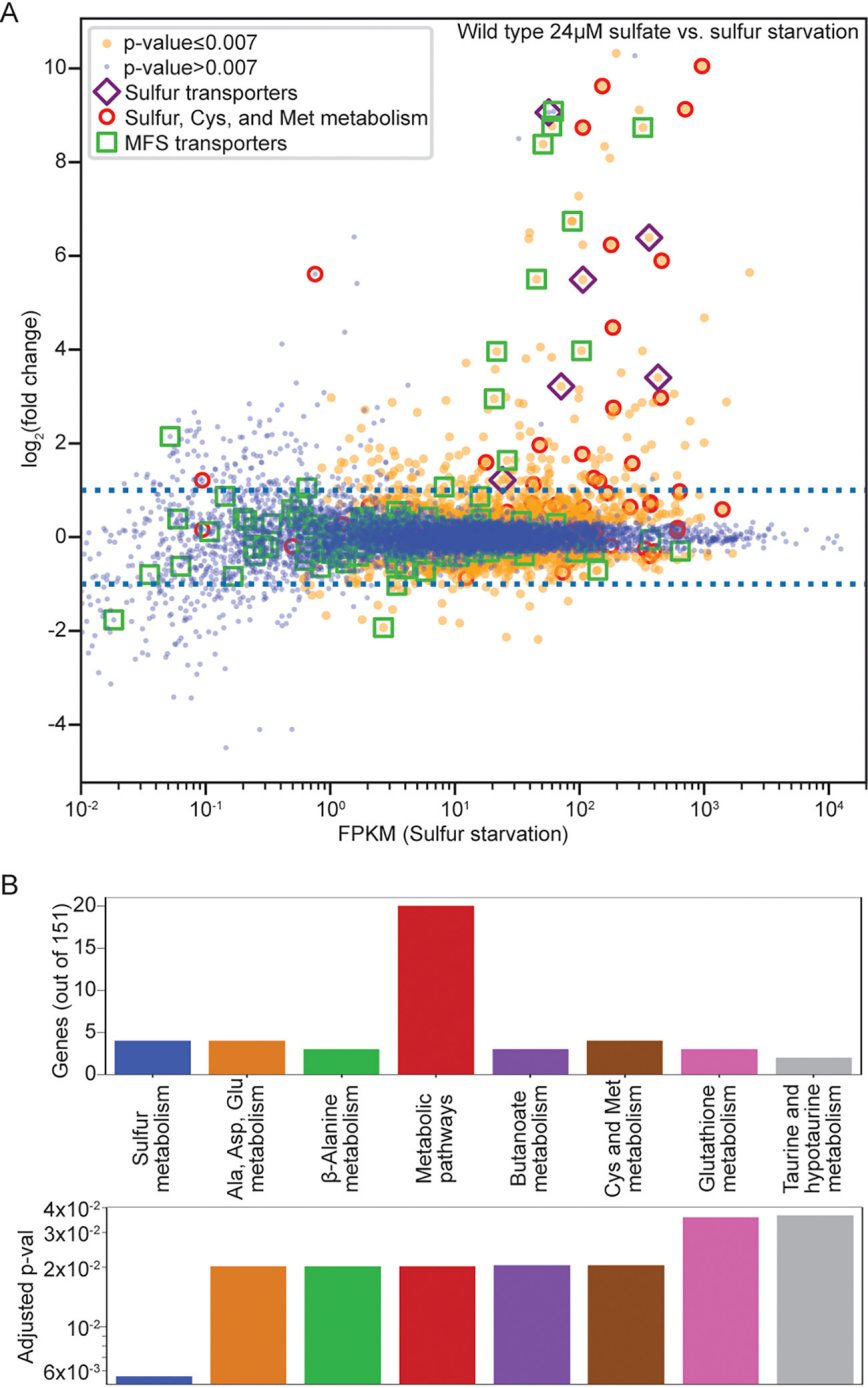
Genes encoding transporters and enzymes involved in sulfur metabolism are upregulated in response to sulfur starvation. (A) Differential expression analysis of wild-type cells exposed to 24 μM sulfate relative to media lacking sulfur. Predicted sulfur transporters are indicated by purple diamonds. Genes predicted to be involved in sulfur, cysteine, or methionine metabolism are indicated by red circles. Predicted MFS transporters are indicated by green squares. Dotted blue lines indicate a 2-fold change in expression. (B) Distribution of genes in KEGG categories (50) and adjusted *P* values reflecting the significance of enrichment of genes assigned to a given KEGG category, as calculated using FungiFun 2.2.8 (49), of the 151 genes at least 2-fold differentially expressed between wild-type cells exposed to 24 μM sulfate and media lacking sulfur.

10.1128/mSphere.00564-21.3 FIG S2 Genes regulated in response to sulfur starvation in wild-type cells. A heat map of the expression level of the 151 genes that were at least 2-fold differentially expressed between wild-type cells exposed to 24 μM sulfate and sulfur starvation is shown. The upper heat map contains genes activated by sulfur starvation. The lower heat map contains genes repressed by sulfur starvation. Purple bars indicate genes whose promoters were bound by CYS-3 and were at least 2-fold differentially expressed between wild-type and *cys-3^−^* cells exposed to sulfur starvation. Download FIG S2, TIF file, 2.7 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00564-21.9 DATA SET S1 Processed RNA-seq data. Normalized FPKM and differential expression analysis of wild type and *cys-3^−^* cells exposed to 24 μM sulfate and sulfur starvation. Download Data Set S1, XLSX file, 1.2 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Expression of only 15 of the 151 differentially expressed genes was downregulated in response to sulfur starvation (Fig. 1A; Fig. S2). These 15 genes encoded proteins involved in the fungal cell wall, stress response, carbohydrate metabolism, and energy generation (Data Set S1). 

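In these data 17 genes were downregulated, by 2.04-fold to 4.67-fold (median 2.37-fold). All but *fdh* (NCU03813) and NCU07888 are in the study's sheet. The number depended on the wild-type libraries from 24 μM sulfate. It was 5 without replicate 1, 33 without replicate 2 and 26 without replicate 3.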

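The strongest decrease among them was that of the heat shock protein gene *hsp30* (NCU09364), 4.67-fold (adjusted p = 2.5e-04). Transcripts of 2 further heat shock genes, *hsp30-2* (NCU07232) and *hsp98* (NCU00104), decreased 3.67-fold and 2.19-fold. Among cell wall protein genes, NCU00399 decreased 2.85-fold and *ncw-5* (NCU00716) 2.16-fold, with the highest adjusted p of the 17 genes (0.0316). The monosaccharide transporter gene *sut-22* (NCU04537) decreased 3.91-fold, the alcohol dehydrogenase gene *adh-8* (NCU08402) 2.30-fold and the phosphoglycerate mutase gene *emp-11* (NCU09489) 2.08-fold. For *orp-1* (NCU01735), annotated as a hypothetical protein, the decrease was 4.53-fold.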

The other 136 differentially expressed genes were upregulated in response to sulfur starvation (Fig. 1A; Fig. S2). These 136 genes included genes encoding known and predicted enzymes involved in sulfur acquisition and metabolism (Fig. 2; Data Set S1).

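Upregulation was called for 140 genes, from 2.00-fold to 1253-fold, with a median of 3.80-fold in which 3 genes stand at their lower bound. The ratio was 10 or more for 41 of them. The largest log2 fold changes of FPKM + 1 were those of *tdo-4* (NCU07610), 8.91 (SE 0.35, adjusted p = 2.5e-09), and *tdo-2* (NCU01057), 8.23 (SE 0.25, adjusted p = 4.1e-10). Next came NCU05883 with 7.70, NCU05156 with 7.53 and NCU09039 with 7.50. The locus of NCU05883 shares 1463 bases with the locus of *gh5-5*, and the reads are unstranded.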

**FIG 2:**
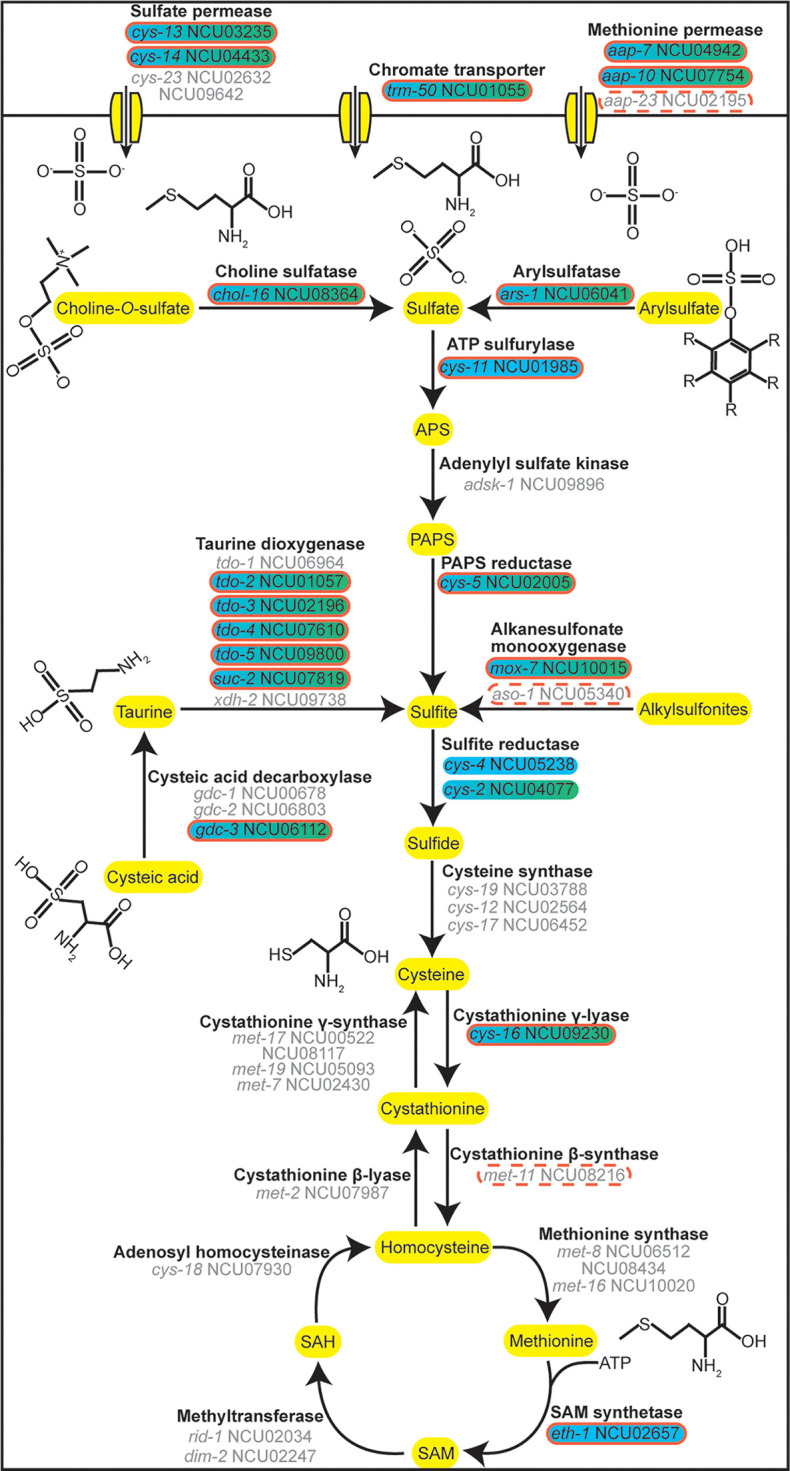
Genes involved in sulfur acquisition but not cysteine and methionine metabolism are regulated by CYS-3 in response to sulfur starvation. Shown is a cartoon of sulfur assimilation in N. crassa. Green shading indicates that the gene was differentially expressed by at least 2-fold in wild-type cells exposed to 24 μM sulfate compared to sulfur starvation. All of these differentially expressed genes were upregulated during sulfur starvation compared to 24 μM sulfate. Blue shading indicates that the gene was differentially expressed by at least 2-fold in wild-type compared to *cys-3^−^* cells exposed to sulfur starvation. All of these differentially expressed genes were activated by CYS-3 during exposure to sulfur starvation. Gray text indicates that the gene was not differentially expressed by at least 2-fold under either of the conditions. A solid red outline indicates that CYS-3 bound the gene’s promoter and that the gene was at least 2-fold differentially expressed in wild-type compared to *cys-3^−^* cells exposed to sulfur starvation. A dotted red outline indicates that CYS-3 bound the gene’s promoter in the unfiltered DAP-seq data but that the gene was not at least 2-fold differentially expressed under the tested conditions. There was a lower confidence that these promoters were bound by CYS-3 *in vivo* than promoters of genes with a solid red outline. APS, adenosine 5′-phosphosulfate; PAPS, 3′-phosphoadenosine-5′-phosphosulfate; SAM, *S*-adenosylmethionine; SAH, *S*-adenosylhomocysteine.

N. crassa can utilize a number of compounds as sulfur sources. Preferred sulfur sources include cysteine and methionine. Nonpreferred sulfur sources, such as sulfate, sulfite, arylsulfate, and taurine, are converted into cysteine and methionine before use (4). Because genes involved in conversion of sulfate to cysteine and methionine were presumably necessary during exposure to 24 μM sulfate, we did not expect many genes involved in cysteine and methionine metabolism to be differentially expressed between 24 μM sulfate and media lacking sulfur. 

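Within the sheet's category of cysteine and methionine metabolism, NCU00147, *met-20* (NCU00799), *met-21* (NCU01652) and *cys-16* (NCU09230) were upregulated. The changes were 2.33-fold (adjusted p = 9.4e-07), 2.95-fold (adjusted p = 9.2e-06), 2.91-fold (adjusted p = 3.7e-07) and 7.69-fold (adjusted p = 4.3e-07). NCU00147 rose from 54.6 ± 3.96 to 127 ± 11.7 FPKM, *met-20* from 5.93 ± 0.215 to 17.5 ± 2.87 FPKM and *met-21* from 89.3 ± 9.73 to 259.7 ± 24.9 FPKM (SD, n = 3). The S-adenosylmethionine synthetase gene *eth-1* (NCU02657; chromosome I, 3091094 to 3094485) rose 1.92-fold (adjusted p = 3.9e-05), short of 2-fold, and reached 2.07-fold without replicate 3 of wild type in 24 μM sulfate.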

To our surprise, four genes in the cysteine and methionine metabolism Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and two additional genes with roles in cysteine and methionine metabolism were at least 2-fold more highly expressed during exposure to sulfur starvation than 24 μM sulfate (see Fig. S3 and Data Set S1 in the supplemental material). However, only the cystathionine γ-lyase gene *cys-16* (NCU09230), previously shown to be upregulated during sulfur starvation, is thought to be directly involved in the enzymatic pathway converting sulfate into cysteine and methionine (20, 21) (Fig. 2; Fig. S3).

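The locus of *cys-16* lies on chromosome I from 9477567 to 9479404. Its transcript rose from 57.5 ± 13.1 FPKM in 24 μM sulfate to 442 ± 119.7 FPKM in sulfur starvation (SD, n = 3), a difference larger than the spread between replicates of either group.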

10.1128/mSphere.00564-21.4 FIG S3 Genes involved in sulfur acquisition but not cysteine and methionine metabolism are directly regulated by CYS-3 in response to sulfur starvation. A heat map of the expression level of genes involved in sulfur acquisition and metabolism is shown. Purple bars indicate genes whose promoters were bound by CYS-3 and were at least 2-fold differentially expressed between wild-type and *cys-3^−^* cells exposed to sulfur starvation. Download FIG S3, EPS file, 1.7 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Close examination of genes involved in conversion of sulfate to adenosine 5′-phosphosulfate (APS) to 3′-phosphoadenosine-5′-phosphosulfate (PAPS) to sulfite to sulfide, showed expression of most of these genes increased only slightly in response to sulfur starvation (20). 

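The pathway from sulfate to sulfide has 5 genes in Fig. 2. The ATP sulfurylase gene *cys-11* (NCU01985; chromosome I, 1774672 to 1778095) went from 223 ± 45.5 FPKM in 24 μM sulfate to 363 ± 12.5 FPKM in sulfur starvation (SD, n = 3), or 1.63-fold (adjusted p = 5.8e-04). The APS kinase gene *adsk-1* (NCU09896; chromosome I, 3992898 to 3994238) increased 1.57-fold, from 232 ± 36.5 to 364 ± 15.9 FPKM (adjusted p = 0.00554). For the PAPS reductase gene *cys-5* (NCU02005; chromosome I, 1702853 to 1704727) the means were 31.0 ± 10.8 and 103 ± 4.39 FPKM, a 3.33-fold increase (adjusted p = 3.7e-05). Expression of the sulfite reductase gene *cys-2* (NCU04077; chromosome VI, 2667605 to 2671421) rose 2.22-fold, from 63.3 ± 18.3 to 141 ± 21.5 FPKM (adjusted p = 0.00110). The other sulfite reductase gene, *cys-4* (NCU05238; chromosome IV, 5650802 to 5656284), rose 1.52-fold, from 69.2 ± 11.4 to 105 ± 11.1 FPKM (adjusted p = 0.00163). Of these 5 rises, only those of *cys-5* and *cys-2* reached 2-fold.

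**Figure D1:**
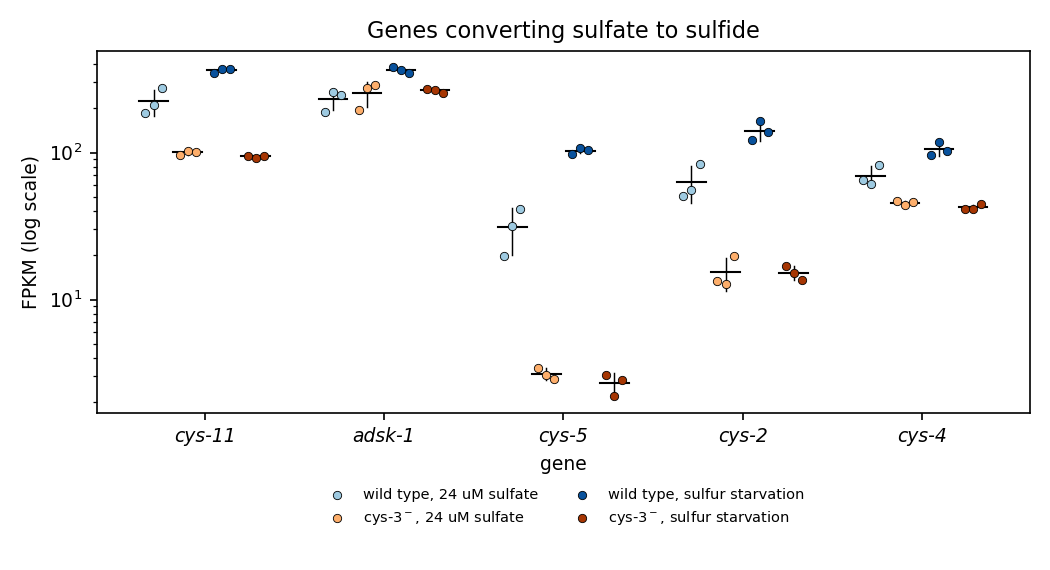
FPKM, on a log scale, of the 5 genes that convert sulfate to sulfide in wild-type and *cys-3-* cells in each medium; points are the 3 libraries of a group, horizontal bars the mean and vertical bars the SD. In wild type *cys-5* sits at 31.0 FPKM in 24 μM sulfate and 103 FPKM in sulfur starvation, and in starved *cys-3-* cells at 2.70 FPKM.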

In fact, of the 5 genes involved in this metabolic pathway, expression of only the PAPS reductase gene *cys-5* (NCU02005) and sulfite reductase gene *cys-2* (NCU04077) increased by more than 2-fold in response to sulfur starvation (Fig. 2; Fig. S3 and Data Set S1).

As expected, a much larger increase in expression was seen in genes involved in metabolism of sulfur sources that feed into the pathway converting sulfate to sulfide, including those involved in metabolism of alkylsulfonites, arylsulfate, choline-*O*-sulfate, cysteic acid, and taurine (16, 22, 23). Expression of arylsulfatase (*ars-1* [NCU06041]), which converts arylsulfate to sulfate, increased 427-fold. Similarly, choline sulfatase (*chol-16* [NCU08364]), which converts choline-*O*-sulfate to sulfate, was 22-fold upregulated. 

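The ratio of the group means of *ars-1* was 419, with an adjusted p of 1.5e-09. Of the settings tried, the ratio on the scale of log2(FPKM + 1) moved this gene most, from a log2 fold change of 8.71 to 6.37. Without any 1 of the 12 libraries the log2 ratio stayed between 8.53 and 9.14.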

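The locus of *chol-16* is on chromosome I from 5616276 to 5619751. It had 8.37 ± 1.42 FPKM in 24 μM sulfate and 182 ± 45.2 FPKM in sulfur starvation (SD, n = 3). This is a 21.7-fold increase (adjusted p = 1.5e-09).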

Five genes encoding taurine dioxygenases, responsible for converting taurine to sulfite (*tdo-2* [NCU01057], *tdo-3* [NCU02196], *tdo-4* [NCU07610], *tdo-5* [NCU09800], and *suc-2* [NCU07819]) increased more than 59-fold. 

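The largest of the 5 increases was that of *tdo-4* (NCU07610; chromosome IV, 248761 to 250797), from 0.910 ± 0.608 to 947 ± 372 FPKM (SD, n = 3), or 1041-fold. Without replicate 1 of wild type in 24 μM sulfate, the library with its highest level in that group, the ratio was 1694-fold. *suc-2* (chromosome III, 976728 to 978170) increased 771-fold to 149.9 ± 79.9 FPKM, and *tdo-2* (chromosome V, 2785329 to 2787316) 546-fold to 693 ± 186 FPKM. The smaller ratios were 74-fold for *tdo-3* (chromosome VII, 3375604 to 3377427), which reached 177 ± 91.3 FPKM, and 58.3-fold for *tdo-5* (chromosome VI, 1169919 to 1171923), which reached 448 ± 138 FPKM. Adjusted p values of *tdo-3*, *tdo-5* and *suc-2* were 1.2e-07, 1.4e-09 and 4.2e-08.

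**Figure D2:**
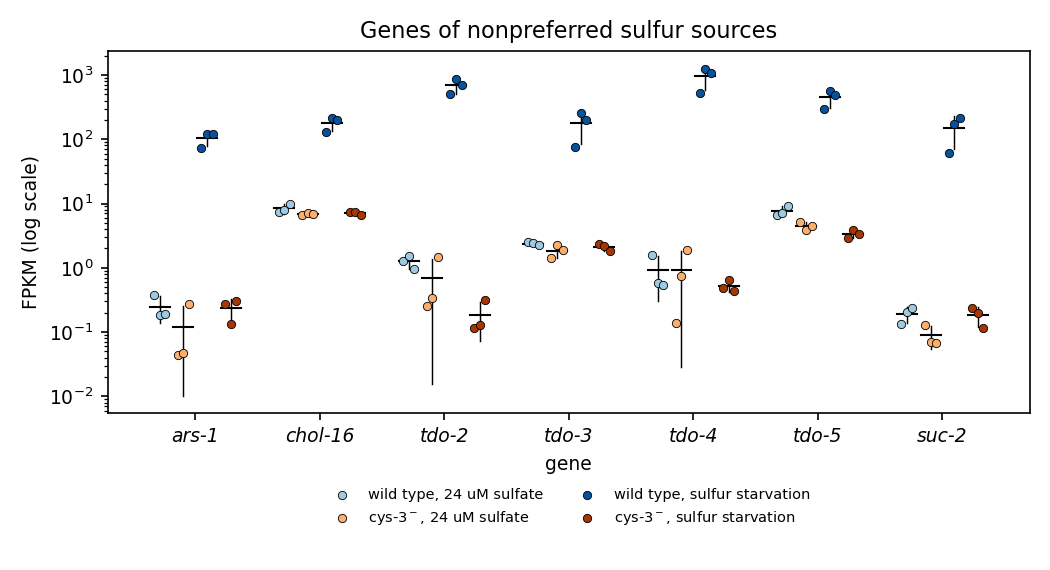
FPKM, on a log scale, of *ars-1*, *chol-16* and the 5 upregulated taurine dioxygenase genes in wild-type and *cys-3-* cells in each medium; points are the 3 libraries of a group, horizontal bars the mean and vertical bars the SD, with the lower bar of *ars-1* in *cys-3-* cells from 24 μM sulfate drawn only to 0.01. Starved wild type lies above the other 3 groups for each gene, as for *tdo-2* at 693 FPKM against 1.27 FPKM in 24 μM sulfate.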

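The gene *tdo-1* (NCU06964; chromosome IV, 4679993 to 4681359) was at or under 3 implied reads in every group, with 0.0399 ± 0.0692 FPKM in 24 μM sulfate and 0 ± 0 FPKM in sulfur starvation (SD, n = 3), so only a change within that range could have gone undetected. In contrast, *xdh-2* (NCU09738; chromosome IV, 1972575 to 1974282) was expressed at 17.6 ± 0.545 FPKM in 24 μM sulfate and 20.9 ± 1.69 FPKM in sulfur starvation (SD, n = 3), a 1.18-fold difference (adjusted p = 0.0703).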

Expression of 2 additional predicted taurine dioxygenase genes, *tdo-1* (NCU06964) and *xdh-2* (NCU09738), was unchanged (Fig. 2; Fig. S3 and Data Set S1). Cysteic acid can also be used as a sulfur source, but it must first be converted to taurine (24). Three genes in the N. crassa genome are predicted to encode cysteic acid decarboxylases, which mediate this conversion. However, expression of only *gdc-3* (NCU06112) increased more than 2-fold in response to sulfur starvation (Fig. 2; Fig. S3 and Data Set S1). 

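Transcripts of *gdc-3* (NCU06112; chromosome VII, 1757842 to 1760507) rose 3.83-fold, from 12.4 ± 1.44 to 47.3 ± 15.6 FPKM (SD, n = 3, adjusted p = 1.6e-05). *gdc-2* (NCU06803; chromosome II, 1895966 to 1898452) had 6.49 ± 1.52 and 6.86 ± 1.44 FPKM (SD, n = 3, adjusted p = 0.832), and the sign of this difference turned when replicate 1 of wild type in 24 μM sulfate or replicate 3 of starved wild type was left out (log2 fold changes of -0.04 and -0.03). *gdc-1* (NCU00678; chromosome I, 7586379 to 7588881) stayed at 1.03 ± 0.256 and 1.21 ± 0.293 FPKM (SD, n = 3), under the minimum for testing.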

Alkanesulfonate monooxygenase converts alkylsulfonites to sulfite. 

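The alkanesulfonate monooxygenase gene *mox-7* (NCU10015; chromosome VII, 1285293 to 1287942) had 2.70 ± 0.455 FPKM in 24 μM sulfate and 153 ± 54.8 FPKM in sulfur starvation (SD, n = 3). This is a 56.5-fold increase (adjusted p = 3.5e-09) for *mox-7* taken by itself. Its locus shares 30 bases with the locus of NCU15835, which had 26.8 ± 0.812 and 36.2 ± 6.47 FPKM. The second gene, *aso-1* (NCU05340; chromosome II, 1366988 to 1370144), was at the floor in 24 μM sulfate and had 0.752 ± 0.515 FPKM in sulfur starvation, at least 5.48-fold higher. It shares 2935 bases with the locus of NCU05338, which reached 467 FPKM in 1 library, and reads were not separated by strand.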

Although 2 genes in the N. crassa genome are predicted to encode alkylsulfonate monooxygenases, *mox-7* (NCU10015) was 7-fold upregulated in response to sulfur starvation, while *aso-1* (NCU05340) was barely expressed during either sulfur starvation or exposure to 24 μM sulfate (Fig. 2; Fig. S3 and Data Set S1).

Glutathione is a sulfur-containing antioxidant synthesized from glutamate and cysteine. Several glutathione transferases (*gst-2* [NCU04109] and *gst-6* [NCU00549]) and the glutamate-cysteine ligase catalytic subunit (*gcl-1* [NCU01157]) were also upregulated during sulfur starvation (Data Set S1).

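*gst-6* (NCU00549; chromosome I, 8048175 to 8049622) increased 3.73-fold, from 16.5 ± 2.72 to 61.5 ± 6.81 FPKM (SD, n = 3, adjusted p = 1.9e-07). *gcl-1* (NCU01157; chromosome V, 3074409 to 3078398) increased 2.13-fold, from 19.7 ± 2.41 to 41.9 ± 6.67 FPKM (adjusted p = 7.7e-05), and just under 2-fold without replicate 2 of wild type in 24 μM sulfate. The rise of *gst-2* (NCU04109; chromosome V, 4869929 to 4871716), from 27.1 ± 0.755 to 54.0 ± 11.7 FPKM (adjusted p = 1.6e-04), had a ratio of 2.00 that falls just short of 2 before rounding. It passed 2 without replicate 1 of starved wild type (2.24-fold) and, by less, without replicate 1 or replicate 2 of wild type in 24 μM sulfate.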

### Sulfur starvation results in activation of genes involved in nitrogen and carbon metabolism.

While expression of many genes involved in converting sulfate to cysteine and methionine was generally unchanged in response to sulfur starvation, expression of genes involved in converting other nonpreferred sulfur sources to sulfate or sulfite was significantly upregulated (Fig. 2). We hypothesized genes encoding transporters and secreted enzymes involved in liberating sulfur from insoluble sources might also be upregulated during sulfur limitation.

Experiments using classical and molecular genetics showed expression of sulfur transporters increases under sulfur limitation (13, 15). As expected, expression of the sulfate permease gene *cys-14* (NCU04433) increased by 84-fold. 

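The ratio of the *cys-14* group means was 81.9 (adjusted p = 4.6e-08).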

Although the sulfate permease gene *cys-13* (NCU03235) is mainly expressed in conidia (25), *cys-13* expression also increased by 2-fold (Fig. 2; Fig. S3 and Data Set S1). Both sulfur and chromate, a sulfate analog, are transported into the cell via sulfate permeases (26). 

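*cys-13* (chromosome I, 5001646 to 5005327) rose from 10.4 ± 5.03 to 23.6 ± 2.08 FPKM (SD, n = 3), or 2.27-fold (adjusted p = 0.00672). Left without replicate 1 of wild type in 24 μM sulfate, the ratio was 1.80.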

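The gene *trm-50* (NCU01055; chromosome V, 2779484 to 2781851), which encodes a chromate transporter, had 2.38 ± 0.498 FPKM in 24 μM sulfate and 105 ± 22.0 FPKM in sulfur starvation (SD, n = 3). The increase was 44.1-fold (adjusted p = 2.5e-09).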

Expression of the chromate transporter gene *trm-50* (NCU01055) increased 45-fold during sulfur starvation, suggesting *trm-50* may also play a role in sulfur transport (27) (Fig. 2; Fig. S3 and Data Set S1). 

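*aap-7* (NCU04942; chromosome IV, 813368 to 815602) increased 10.3-fold, from 40.5 ± 19.3 to 419 ± 54.6 FPKM (SD, n = 3, adjusted p = 2.1e-06). A second predicted methionine permease gene, *aap-10* (NCU07754; chromosome V, 410303 to 413101), increased 9.10-fold, from 7.70 ± 1.23 to 70.0 ± 12.4 FPKM (SD, n = 3, adjusted p = 6.3e-09).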

Expression of two genes encoding predicted methionine permeases, *aap-7* (NCU04942) and *aap-10* (NCU07754), also increased over 9-fold during sulfur starvation (Fig. 2; Fig. S3 and Data Set S1). Additionally, expression of two putative peptide transporter genes, *mfs-9* (NCU05079) and *opt-3* (NCU07894), and two predicted amino acid permease genes, *aap-18* (NCU08880) and *aap-22* (NCU04435), increased more than 5-fold (Data Set S1). However, expression of predicted sulfate transporter genes *cys-23* (NCU02632) and NCU09642, as well as the putative methionine permease gene *aap-23* (NCU02195), did not change significantly during sulfur starvation (Fig. 2; Fig. S3 and Data Set S1).

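The most abundant of these transcripts in starved cells was *mfs-9* (NCU05079; chromosome VI, 3809579 to 3812281), at 756 ± 129 FPKM (SD, n = 3), 5.42-fold above 24 μM sulfate (adjusted p = 8.3e-07). *opt-3* (NCU07894; chromosome IV, 1426447 to 1432506) increased 8.70-fold to 98.3 ± 43.4 FPKM (adjusted p = 2.3e-05), and its locus shares 1905 bases with that of NCU07895. *aap-18* (NCU08880; chromosome V, 24033 to 26879) increased 73.5-fold to 104 ± 9.36 FPKM (adjusted p = 2.5e-09). *aap-22* (NCU04435; chromosome IV, 3368580 to 3370877) increased 104-fold to 85.0 ± 20.1 FPKM (adjusted p = 1.3e-08), and 168-fold without replicate 2 of wild type in 24 μM sulfate.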

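*cys-23* (NCU02632; chromosome I, 2996279 to 3000830) had 27.2 ± 2.52 and 27.3 ± 1.41 FPKM in 24 μM sulfate and sulfur starvation (SD, n = 3, adjusted p = 0.980). The sign of that difference depended on the setting, and its log2 ratio stayed between -0.07 and 0.04 without any 1 library. For NCU09642 (chromosome IV, 33357 to 36590) the means were 14.2 ± 0.638 and 13.6 ± 1.38 FPKM (SD, n = 3, adjusted p = 0.621). *aap-23* (NCU02195; chromosome VII, 3378252 to 3380532) was at the floor in 24 μM sulfate and had 56.1 ± 37.5 FPKM in sulfur starvation (SD, n = 3), at least 213-fold higher (adjusted p = 1.3e-05). The 3 starved libraries held 13.4, 83.6 and 71.3 FPKM of it. Its locus shares 2253 bases with that of NCU02194, which reached at most 57.9 FPKM in a library, and unstranded reads leave the assignment between them to Cufflinks.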

The substantial induction of sulfur transporter gene expression led us to hypothesize expression of other transporter genes may also increase during sulfur starvation. Indeed, expression of 10 MFS transporters increased at least 2-fold during sulfur starvation (Fig. 1A). 

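The MFS genes marked in the study's Fig. 4A and Fig. S2 are 16, a list that the study picked from these samples. Of these, 11 were upregulated in wild type, by 3.04-fold (NCU04418) to 535-fold (*mfs-29*), with a median of 81.2-fold. Without replicate 3 of wild type in 24 μM sulfate the ratio of *mfs-29* was 870.1-fold, and without replicate 2 it was 357-fold. For NCU06040 the increase was 428-fold, or 669-fold without replicate 1 of that group. The increase of NCU09767 was 15.2-fold, or 24.4-fold without replicate 2. Only *sut-22* was downregulated among the listed genes.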

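5 genes for other transport proteins were upregulated in starved wild type. They were *fes-4* (NCU05029; chromosome VI, 3995580 to 3998227), which increased 2.26-fold (adjusted p = 5.5e-06), and *abc-9* (NCU03776; chromosome V, 2375766 to 2381242), which increased 2.63-fold (adjusted p = 4.0e-04), together with *ph7*, *trm-68* and *urt*. *ph7* (NCU08147; chromosome VII, 3531915 to 3536215) rose from 5.98 ± 0.901 to 16.2 ± 3.83 FPKM (SD, n = 3), or 2.71-fold (adjusted p = 7.3e-05), and its locus shares 115 bases with that of NCU08146. *trm-68* (NCU02887; chromosome I, 8799196 to 8800918) increased 3.54-fold (adjusted p = 4.5e-06) and *urt* (NCU09909; chromosome I, 45332 to 48154) 4.33-fold (adjusted p = 3.3e-06).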

We also observed upregulation of iron-sulfur clusters transporter gene *fes-4* (NCU05029), multidrug transporter gene *abc-9* (NCU03776), P-type ATPase gene *ph7* (NCU08147), voltage-gated potassium channel gene *trm-68* (NCU2887), and urea transporter gene *urt* (NCU09909) (Data Set S1).

Because cysteine and methionine are preferred sulfur sources, N. crassa and other fungi can utilize proteins as a sulfur source obtained by secreting extracellular proteases during sulfur starvation (14, 28–30). 

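Fig. 4A of the study marks 15 protease genes, which the study picked from these samples. Of them 14 were upregulated during starvation, from 2.05-fold (*spr-12*, NCU11129) to 49.1-fold (*spr-7*, NCU07159). The median was 6.92-fold. *spr-7* (NCU07159; chromosome V, 6393167 to 6395707) had 46.5 ± 19.2 FPKM in 24 μM sulfate and 2280.5 ± 877 FPKM in sulfur starvation (SD, n = 3, adjusted p = 8.4e-07). The metacaspase gene *mcp-1* (NCU09882) had a ratio of 1.98 (adjusted p = 3.2e-06), short of 2-fold.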

A global search for protease genes upregulated during sulfur starvation identified 15 protease genes, including *spr-7* (NCU07159) whose expression increased 50-fold during sulfur starvation (Data Set S1).

Some fungal proteases are regulated by sulfur, nitrogen, and carbon starvation, leading to the hypothesis that sulfur metabolism may be connected with nitrogen and carbon metabolism (14, 29). Indeed, genes involved in nitrogen metabolism, in particular, those involved in amino acid metabolism, were activated during sulfur starvation. These genes included the aminotransferase gene *glu-2* (NCU08998), predicted aminotransferase gene NCU08011, and kynurenine-oxoglutarate transaminase gene *nic-4* (NCU03347) (Data Set S1). 

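*glu-2* (NCU08998; chromosome III, 4173688 to 4176272) increased 2.37-fold, from 97.2 ± 5.95 to 231 ± 61.7 FPKM (SD, n = 3, adjusted p = 1.6e-04). *nic-4* (NCU03347; chromosome II, 1022997 to 1024882) increased 2.29-fold, from 47.8 ± 6.68 to 109.6 ± 19.2 FPKM (adjusted p = 5.0e-05). The increase of NCU08011 (chromosome IV, 3908616 to 3910899), 2.03-fold (adjusted p = 7.6e-05), lay close to the limit. It fell to 1.97-fold and 1.90-fold without replicate 1 or 3 of wild type in 24 μM sulfate, to 1.98-fold and 1.97-fold without replicate 2 or 3 of starved wild type, and under 2-fold on the log2(FPKM + 1) scale.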

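Transcripts of the formamidase gene *fma-1* (NCU02361; chromosome VII, 2747725 to 2749889) went from 9.80 ± 0.988 FPKM in 24 μM sulfate to 30.1 ± 9.86 FPKM in sulfur starvation (SD, n = 3), or 3.07-fold (adjusted p = 4.7e-05).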

Expression of the formamidase gene *fma-1* (NCU02361) also increased. Additionally, we observed induction of genes involved in nucleic acid uptake and utilization, including nuclease gene *nuc-14* (NCU09788) and predicted extracellular DNase gene NCU09525, as well as 5′-nucleotidase gene *nut-1* (NCU09659), uracil-5-carboxylate decarboxylase gene *uc-7* (NCU06417), uracil phosphoribosyltransferase gene *uc-8* (NCU06261), and guanine deaminase gene *gua-5* (NCU07309) (Data Set S1).

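NCU09525 rose 6.44-fold to 190.3 ± 42.9 FPKM (SD, n = 3, adjusted p = 1.9e-07), and *nuc-14* rose 5.62-fold to 89.3 ± 22.0 FPKM (adjusted p = 2.4e-07). The locus of *nuc-14* shares 1680 bases with that of *ad-8*. Smaller increases were seen for *gua-5* (3.51-fold, adjusted p = 7.2e-05), *uc-8* (2.69-fold, adjusted p = 3.2e-06) and *uc-7* (2.25-fold, adjusted p = 6.0e-04). The ratio of *nut-1* was 2.00 (adjusted p = 6.8e-06), and it was 1.98 with upper-quartile scaling, 1.87 after quantile normalization, 1.93 without replicate 1 of wild type in 24 μM sulfate and 1.87 without replicate 2 of starved wild type. It was also just under 2 on the log2(FPKM + 1) scale and without replicate 2 of wild type in 24 μM sulfate.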

Genes related to carbon metabolism were also upregulated during sulfur starvation, including glycosyl hydrolase genes *gh5-5* (NCU05882), *gh125-2* (NCU8371), *gh71-5* (NCU07355), and *gh61-2* (NCU07760), as well as cellobiose dehydrogenase-like protein gene NCU08432, which when deleted, improves growth on pectin (31) (Data Set S1). 

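NCU08432 rose 12.9-fold, from 0.944 ± 0.319 to 12.1 ± 6.17 FPKM (SD, n = 3, adjusted p = 3.7e-04). *gh61-2* rose 3.18-fold (adjusted p = 7.3e-05), *gh71-5* 2.32-fold (adjusted p = 6.6e-05) and *gh125-2* 2.32-fold (adjusted p = 1.7e-04). The ratio of *gh5-5* was just under 2 (adjusted p = 0.0118), and it was 2.35 without replicate 1 of starved wild type, 2.13 without replicate 1 and 2.07 without replicate 2 of wild type in 24 μM sulfate. *gh5-5* is the gene whose locus overlaps that of NCU05883.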

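NCU09519 (chromosome III, 29171 to 30638) had 6.25 ± 0.489 FPKM in 24 μM sulfate and 13.1 ± 2.84 FPKM in sulfur starvation (SD, n = 3), a 2.10-fold increase (adjusted p = 0.00527) that dropped to 1.92-fold without replicate 3 of starved wild type and under 2-fold on the log2(FPKM + 1) scale. The pyridoxal reductase gene *pdx-6* (NCU07402; chromosome I, 6059254 to 6061221) rose 2.12-fold, from 10.1 ± 1.56 to 21.4 ± 1.13 FPKM (adjusted p = 3.3e-05), and 1.97-fold without replicate 1 of wild type in 24 μM sulfate.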

We also saw upregulation of NCU09519, which is involved in ascorbic acid metabolism, and pyridoxal reductase gene *pdx-6* (NCU07402), which is involved in vitamin B_6_ metabolism (Data Set S1). Expression of genes encoding proteins involved in oxidation-reduction reactions and electron transfer also increased (Data Set S1).

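The annotation of Data Set S1 names an oxidation or reduction enzyme for 42 of its genes, by a word search set up after the data were seen. Upregulation was found for 24 of these genes, from 2.10-fold to 1253-fold (median 7.19-fold). The highest ratio was that of the oxidoreductase gene NCU05887, whose level in 24 μM sulfate rests on few reads. It was 2038-fold without replicate 1 of that group. Of the 29 genes that Fig. 4A groups under general metabolism, a list picked by the study from these samples, 22 rose and 2 fell.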

### CYS-3 activates many genes involved in the response to sulfur starvation.

The transcription factor CYS-3 is required for expression of sulfur-regulated genes, and during sulfur starvation, expression of *cys-3* is upregulated (5). 

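The gene *cys-3* lies on chromosome II from 326313 to 331203, where its locus shares 1563 bases with that of NCU03535, a gene of at most 2.42 FPKM in any library. Its mean in wild type was 63.9 ± 4.47 FPKM in 24 μM sulfate and 147 ± 15.0 FPKM in sulfur starvation (SD, n = 3). The increase was 2.30-fold (adjusted p = 4.2e-07).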

Our data confirmed *cys-3* upregulation during sulfur starvation (Fig. S3 and Data Set S1). 

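*scon-2* (NCU08563; chromosome III, 4898254 to 4902879) increased 3.13-fold in starved wild type, from 15.7 ± 0.350 to 49.2 ± 11.3 FPKM (SD, n = 3, adjusted p = 2.7e-06).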

The F-box protein SCON-2 is a member of an SCF E3 ubiquitin ligase complex responsible for CYS-3 degradation (7, 8); expression of *scon-2* also increases during sulfur starvation (32), which our data confirmed. 

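The gene *scon-3* (NCU08991; chromosome III, 4149131 to 4150859) had 266 ± 34.3 FPKM in 24 μM sulfate and 298 ± 30.1 FPKM in sulfur starvation (SD, n = 3). The difference, 1.12-fold (adjusted p = 0.280), was within the spread between replicates.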

Expression of the Skp1 homolog gene *scon-3*, thought to work with SCON-2 to regulate CYS-3 protein levels, was unchanged, as previously reported (8) (Fig. S3 and Data Set S1).

To further investigate genes regulated by CYS-3, we isolated a homokaryotic *cys-3^−^* strain from the heterokaryotic *cys-3* mutant in the N. crassa deletion collection (33). Previous work done on *cys-3* used a partial *cys-3* deletion (6, 34); based on sequence and restriction site data, this *cys-3* mutant is missing part of the basic leucine zipper domain in exon 2 (see Fig. S4A in the supplemental material) (6). In the deletion collection *cys-3* mutant, a hygromycin resistance cassette replaced the region from 447 bp upstream of the *cys-3* start codon to 949 bp into the *cys-3* open reading frame. This region included a portion of the *cys-3* 5′ untranslated region, the first 301 bases of the *cys-3* coding region, and a portion of the first *cys-3* intron (*cys-3^−^*) (Fig. S4A and B) (33). 

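In *cys-3-* cells, *ars-1* had 0.121 ± 0.132 FPKM in 24 μM sulfate and 0.236 ± 0.0905 FPKM in sulfur starvation (SD, n = 3, adjusted p = 0.794). *cys-14* had 1.22 ± 0.452 and 1.33 ± 0.349 FPKM in these media (SD, n = 3, adjusted p = 0.931). The interaction term, which tests whether the responses of the strains differ, had an adjusted p of 1.0e-07 for *ars-1* and 3.0e-06 for *cys-14*. Growth without methionine was not analysed here.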

Like other *cys-3* mutants, this *cys-3* partial deletion strain was unable to grow without methionine supplementation and was unable to activate expression of known sulfur-responsive genes during exposure to sulfur starvation conditions (Fig. S1 and S4C) (6).

10.1128/mSphere.00564-21.5 FIG S4 The partial deletion of *cys-3* is unable to grow without methionine supplementation. (A) Cartoon indicating the region of the *cys-3* gene that was replaced with a hygromycin resistance cassette in the *cys-3^−^* mutant in yellow. The base pair coordinates below the cartoon start with 0 at the *cys-3* start codon. The activating transcription factor domain (PTHR13044) (E value = 2.7 × 10^−55^), which spans amino acids 40 to 287, is shown in light blue. The basic leucine zipper domain (PF07716) (E value = 6.7 × 10^−13^), which includes the DNA binding domain and spans amino acids 197 to 248, is shown in pink. (B) Plot of RNA sequencing alignment density of *cys-3* in wild-type and *cys-3^−^* cells exposed to either 24 μM sulfate or sulfur starvation made using Integrative Genomics Viewer (J. T. Robinson, H. Thorvaldsdóttir, W. Winckler, M. Guttman, E. S. Lander, G. Getz, and J. P. Mesirov, Nat Biotechnol 29:24–26, 2011, https://doi.org/10.1038/nbt.1754). The RNA sequencing alignment density is lined up with the regions of the cartoon shown in panel A. The blue line in the *cys-3^−^* alignments indicates a T-to-C mutation at base 1147 in the intron of the *cys-3* gene. (C) Wild-type and *cys-3^−^* cells were inoculated onto slants containing either VMM or VMM plus 500 mg/liter methionine and incubated for 2 days at 30°C in constant dark and 4 days at 25°C in constant light. A representative image of at least 3 biological replicates is shown. Download FIG S4, TIF file, 2.1 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We exposed this *cys-3^−^* mutant to sulfur starvation for 4 h and measured the transcriptome using RNA-seq. The remaining portion of the *cys-3* gene was transcribed in the mutant but was not upregulated during sulfur starvation (Fig. S3 and S4B and Data Set S1). 

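In *cys-3-* cells the FPKM assigned to *cys-3* was 77.2 ± 2.38 in 24 μM sulfate and 72.4 ± 1.31 in sulfur starvation (SD, n = 3, adjusted p = 0.582). The response to starvation differed between the strains by a log2 fold change of -1.28 (SE 0.11, adjusted p = 1.1e-05). In starvation the level was 2.03-fold lower than in wild type (adjusted p = 1.8e-06), and 1.92-fold lower without replicate 3 of starved wild type and 1.99-fold lower after quantile normalization.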

Since *cys-3* activates its own expression (6, 35), lack of induction of the remaining portion of *cys-3* was consistent with a lack of CYS-3 activity. 

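Between starved *cys-3-* and starved wild-type cells, 181 of the 5035 genes tested were differentially expressed. The adjusted p was under 0.05 for 1905 genes and the unadjusted p for 2401. In each of the 181 genes the replicates of the strains did not overlap, which is not independent evidence, since the genes were selected from the same libraries. The study's sheet for this comparison shares 163 genes with the 181. Without the FPKM minimum, the alternative that moved the count most, 304 genes were differentially expressed, 112 of them higher in *cys-3-* cells. Leaving out single libraries gave 164 to 224 genes.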

Expression of 172 genes was at least 2-fold differentially expressed between *cys-3^−^* and wild-type cells (Fig. 3A; see Fig. S5 in the supplemental material). 

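With the categories of the sulfur assimilation sheet and Fisher's exact test, sulfur metabolism held 13 differentially expressed genes among 19 (odds ratio 60.7, adjusted p = 2.8e-14). Sulfur transporters had an odds ratio of 80.7 (adjusted p = 1.2e-07). Cysteine and methionine metabolism held 10 among 43 (odds ratio 8.29, adjusted p = 4.0e-06), of which *cys-22* (NCU06625) and *val-2* (NCU09116) were higher in *cys-3-* cells. For sulfur regulation, with *cys-3* and *scon-2*, the adjusted p was 0.00455. It rose to 0.0975 without replicate 3 of starved wild type and ran from 0.00355 to 0.107 over its alternatives. Part of *cys-3* is replaced in the mutant, so for this gene the test cannot separate regulation from the deletion itself. In 24 μM sulfate, however, its FPKM was not lower in *cys-3-* cells. Of the 74 genes tested from that sheet, 31 were differentially expressed both when adjusted over the list alone and over all genes.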

Functional enrichment of these 172 genes showed overrepresentation of the same categories that were enriched in the set of genes differentially expressed in wild-type cells exposed to sulfur starvation compared to 24 μM sulfate: sulfur, cysteine, methionine, glutathione, taurine, hypotaurine, alanine, aspartate, glutamate, β-alanine, and butanoate metabolism (Fig. 3B).

**FIG 3:**
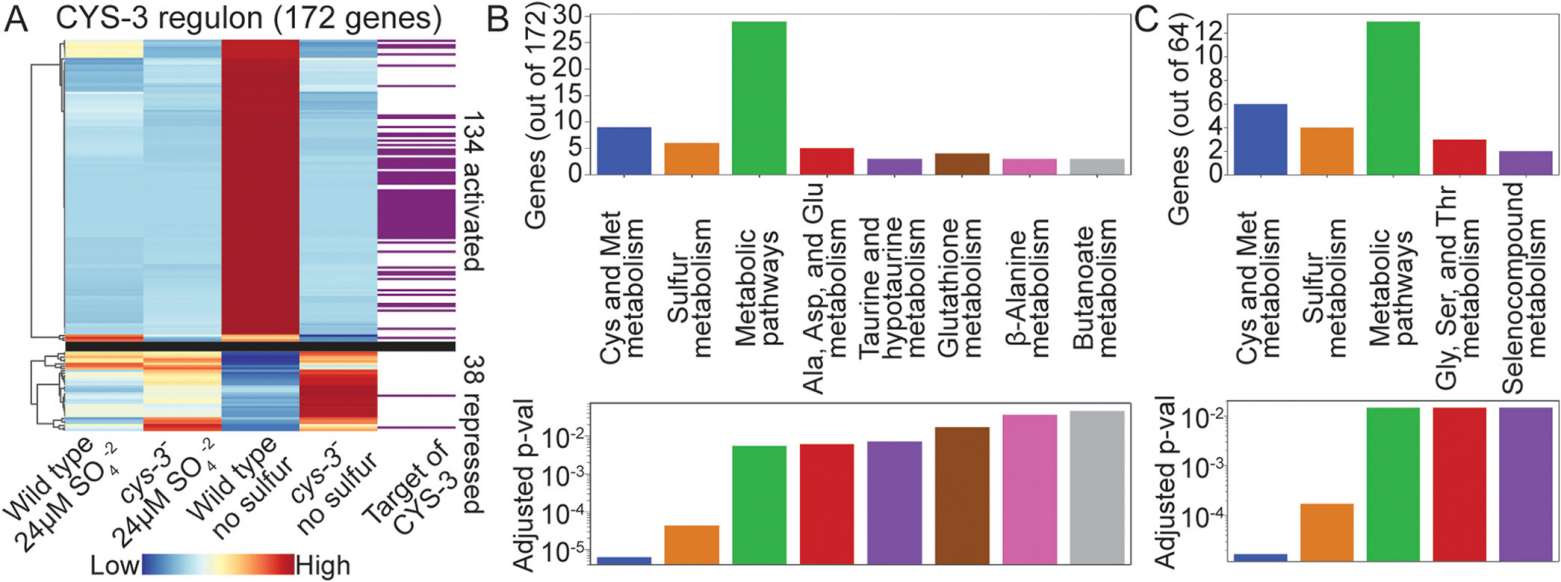
CYS-3 binds the promoters and regulates the expression of genes involved in amino acid and sulfur metabolism. (A) Heat map of the expression level of the 172 genes that were at least 2-fold differentially expressed between wild-type and *cys-3^−^* cells exposed to sulfur starvation. The upper heat map contains genes activated by CYS-3. The lower heat map contains genes repressed by CYS-3. Purple bars indicate genes whose promoters were bound by CYS-3 using DAP-seq. (B) Distribution of genes in KEGG categories (50) and adjusted *P* values reflecting the significance of enrichment of genes assigned to a given KEGG category, as calculated using FungiFun 2.2.8 (49), of the 172 genes that were at least 2-fold differentially expressed between wild-type and *cys-3^−^* cells exposed to sulfur starvation. (C) Distribution of genes in KEGG categories (50) and adjusted *P* values reflecting the significance of enrichment of genes assigned to a given KEGG category, as calculated using FungiFun 2.2.8 (49), of the 64 genes whose promoters were bound by CYS-3 and that were at least 2-fold differentially expressed between wild-type and *cys-3^−^* cells exposed to sulfur starvation.

10.1128/mSphere.00564-21.6 FIG S5 CYS-3 regulates sulfur transporters, MFS transporters, and genes involved in sulfur, cysteine, and methionine metabolism. Shown is differential expression analysis of *cys-3^−^* cells relative to wild-type cells after a shift to sulfur starvation. Purple diamonds indicate predicted sulfur transporters. Red circles indicate genes predicted to be involved in sulfur, cysteine, or methionine metabolism. Blue pentagons indicate predicted MFS transporters. Green squares indicate genes whose promoters were bound by CYS-3. Dotted blue lines indicate a 2-fold change in expression. Download FIG S5, TIF file, 0.8 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We further analyzed similarities between genes differentially expressed during sulfur starvation in wild-type cells and genes regulated by CYS-3. 

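The same 125 genes were differentially expressed in both comparisons, the 157 of wild type in starvation and the 181 between the strains. None of them moved in the same direction in both, with 118 up in starvation and lower in *cys-3-* cells and 7 the other way. Both comparisons use the starved wild-type libraries, which by itself makes their fold changes oppose each other. Across the 5035 genes the correlation of the log2 fold changes was -0.88, whereas 100 simulations of unchanged groups with shared libraries gave -0.55 to -0.42 and no gene differentially expressed in both. Opposite signs were found for 68.6% of genes, against 64.3% to 68.2% in the simulations. The simulated spread was independent between genes, so deviations that many genes of the shared libraries have in common are not covered. Groups simulated without change give few calls by design, so the lack of shared genes there adds little. The number of shared genes moved most without the FPKM minimum, to 171.

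**Figure D3:**
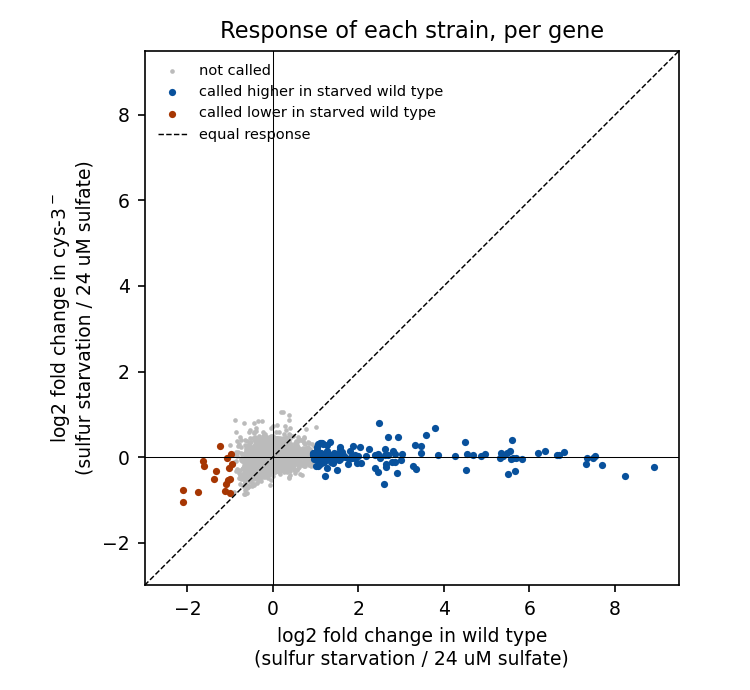
Log2 fold change of FPKM + 1 between sulfur starvation and 24 μM sulfate for each tested gene, in wild type on the x axis and in *cys-3-* cells on the y axis; each point is a gene and the dashed line marks an equal response. Genes upregulated in starved wild type have a median of 1.85 in wild type and 0.03 in *cys-3-* cells.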

Of the 172 genes differentially expressed by at least 2-fold in *cys-3^−^* cells compared to wild-type cells, 119 were also at least 2-fold differentially expressed in wild-type cells exposed to sulfur starvation (Fig. 3A; Data Set S1).

CYS-3 functions as a transcriptional activator (6, 35, 36). Transcriptional profiling showed expression of 134 genes decreased by at least 2-fold in *cys-3^−^* cells. Comparison of these 134 genes to the genes differentially expressed during sulfur starvation showed 114 of these 134 genes were upregulated during sulfur starvation in wild-type cells (Fig. 3A; Data Set S1). In comparison, only 38 genes were upregulated by at least 2-fold in *cys-3^−^* cells compared to wild-type cells. Of these 38 genes, only 5 were downregulated by at least 2-fold during sulfur starvation in wild-type cells (Fig. 3A; Data Set S1).

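Lower expression in starved *cys-3-* cells was called for 139 genes. Their decreases ran from 2.01-fold to 3724-fold, with a median of 3.79-fold in which 5 genes stand at their lower bound, and 43 genes decreased at least 10-fold. The largest, that of *tdo-2*, was 5734-fold when replicate 3 of starved *cys-3-* cells was left out.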

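Of the 139 genes, 84.9% were upregulated in starved wild type. Another 21 were lower in *cys-3-* cells without being called in starvation, and 22 genes were upregulated in starvation without being called lower in *cys-3-* cells. The difference between the responses of the strains was tested with the interaction term of the same limma fit, which was called for 125 of the 140 genes upregulated in wild type. None of these 140 genes had an adjusted p under 0.05 for starvation within *cys-3-* cells, where 851 of all genes had an unadjusted p under 0.05.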

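Higher expression in starved *cys-3-* cells was called for 42 genes, by 2.01-fold to 8.32-fold (median 2.22-fold). The largest ratio belonged to NCU03534, a neighbor of *cys-3* on chromosome II from 333578 to 334814, which had 1.61 ± 0.597 FPKM in wild type and 13.4 ± 1.67 FPKM in *cys-3-* cells (SD, n = 3, adjusted p = 1.2e-06). *cys-22* was 5.09-fold higher in *cys-3-* cells (adjusted p = 8.8e-07).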

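Of the 42 genes, 16.7% were downregulated in starved wild type. The median log2 fold change in starved wild type of the 42 genes was -0.47. The 17 genes downregulated in starved wild type had a median log2 fold change of -1.11 there and -0.51 in *cys-3-* cells, and the interaction was called for 5 of them.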

Functional enrichment analysis showed CYS-3-regulated genes were involved in cysteine and methionine metabolism (Fig. 3B). Because sulfate is converted to cysteine and methionine as part of sulfur metabolism, CYS-3 might also regulate these genes when the cell is exposed to sulfate. 

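In 24 μM sulfate, 8 genes were differentially expressed between the strains, 6 of them lower in *cys-3-* cells. The adjusted p was under 0.05 for 12 genes and the unadjusted p for 829. The count rested on single libraries. Without replicate 2 of wild type in 24 μM sulfate it was 37, with 27 genes higher and 10 lower, and without replicate 3 of that group it was 5. With limma's array weights, 14 genes were differentially expressed.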

Eleven genes were at least 2-fold differentially expressed between wild-type and *cys-3^−^* cells during exposure to 24 μM sulfate; 7 of these 11 genes were downregulated by at least 2-fold in the *cys-3^−^* mutant. These 7 genes included 2 predicted sulfur transporter genes, *cys-13* and *aap-7*, and 4 genes involved in sulfur metabolism, *cys-5* (NCU02005), *cys-2*, *cys-11* (NCU01985), and *gst-4* (NCU10521) (Data Set S1). 

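The largest of these decreases was that of *cys-5*, 9.87-fold (adjusted p = 7.1e-06), to 3.14 ± 0.284 FPKM in *cys-3-* cells (SD, n = 3). *cys-2* was 4.12-fold lower (adjusted p = 2.7e-04), at 15.4 ± 3.91 FPKM, and *gst-4* 3.60-fold lower (adjusted p = 2.7e-04), at 10.1 ± 1.42 FPKM. *cys-11* was 2.22-fold lower (adjusted p = 2.7e-04), and without replicate 3 of wild type in 24 μM sulfate 1.97-fold lower. *cys-13* was 6.60-fold lower, with an adjusted p of 0.00381, but was not called when the fit held only the groups compared (adjusted p = 0.119), with limma-voom (adjusted p = 0.119) or without replicate 3 of wild type in 24 μM sulfate, and its adjusted p over all alternatives ran from 6.4e-06 to 0.119. *aap-7* was 3.67-fold lower with an adjusted p of 0.0296. It did not pass without replicate 3 of wild type in 24 μM sulfate (adjusted p = 0.0897), replicate 1 of starved wild type or any 1 of the *cys-3-* libraries, nor without an FPKM minimum, in the fit of only the groups compared or with limma-voom, and its adjusted p ran from 6.2e-06 to 0.356 over the alternatives.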

Only 4 genes were upregulated in *cys-3^−^* cells exposed to 24 μM sulfate: *cys-22* (NCU06625), *eas* (NCU08457), NCU16018, and NCU16023 (Data Set S1). These data support previous studies showing CYS-3 acts as a transcriptional activator during sulfur limitation.

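*cys-22* (chromosome IV, 1842954 to 1844833) rose from 22.6 ± 5.41 FPKM in wild type to 65.9 ± 6.06 FPKM in *cys-3-* cells (SD, n = 3), or 2.91-fold (adjusted p = 7.3e-04). The ratio of *eas* was 2.47 (adjusted p = 0.0813), that of NCU16018 was 2.10 (adjusted p = 0.242) and that of NCU16023 was 2.25 (adjusted p = 0.248), so these 3 did not pass. They passed without replicate 2 of wild type in 24 μM sulfate, where the ratio of NCU16018 was 3.94-fold, and with array weights. Over all alternatives the adjusted p of NCU16018 ran from 0.00251 to 0.820. NCU03534 was at the floor in wild type and had 11.7 ± 0.952 FPKM in *cys-3-* cells, at least 59.9-fold higher (adjusted p = 8.4e-07).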

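In starvation, 139 genes were lower and 42 higher in *cys-3-* cells, and in 24 μM sulfate 6 were lower and 2 higher. The paper states that its data support earlier work in which CYS-3 activates transcription when sulfur is limiting.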

### CYS-3 directly regulates genes associated with sulfur import, assimilation, and metabolism.

Genes differentially expressed in the *cys-3^−^* mutant compared to the wild type could be either directly or indirectly regulated by CYS-3. We therefore identified promoters bound by CYS-3 using DNA sequencing to identify regions of genomic DNA bound by *in vitro* transcribed and translated CYS-3, a technique known as DAP-seq (37). We identified 643 genes with 669 CYS-3 DNA binding sites within 3,000 bp upstream of their translational start sites (see Data Set S2 in the supplemental material). Because DAP-seq is an *in vitro* method of identifying DNA binding sites, it is possible CYS-3 did not regulate expression of all 643 genes *in vivo* (37). We therefore filtered our DAP-seq data to identify genes whose promoters were bound and whose expression was regulated by CYS-3 by comparing CYS-3 DAP-seq data to RNA-seq data of the *cys-3^−^* mutant.

10.1128/mSphere.00564-21.10 DATA SET S2 Processed DAP-seq data. DAP-seq data for CYS-3. Download Data Set S2, XLSX file, 0.04 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

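The DAP-seq list of Data Set S2, made from single libraries without replicates, gives 669 peaks for 643 genes, and its peak calling was not repeated. Of these genes, 352 are among the 4893 that could have been differentially expressed between the strains in starvation. The list held 69 of the 181 differentially expressed genes, with 73 peaks. That is 38.1% of them, against 6.01% of the other genes (odds ratio 9.64, two-sided Fisher's exact test, p = 2.2e-34). Restricting the list to peaks with a fold enrichment of at least 10 moved the odds ratio most, to 21.2. Another 283 listed genes were not differentially expressed, of which 114 had an unadjusted p under 0.05.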

Of the 643 genes with *in vitro* CYS-3 promoter binding sites, 64 were also differentially expressed by at least 2-fold between wild type and the *cys-3^−^* mutant. Functional enrichment analysis of these 64 genes showed overrepresentation of genes involved in sulfur, cysteine, methionine, glycine, serine, threonine, and selenocompound metabolism (Fig. 3A and C and Fig. 4A; Fig. S5 and Data Set S2). 

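The listed genes that were higher in starved *cys-3-* cells numbered 3, or 7.14% of the genes that were higher there. *gly-3* (NCU02727; chromosome I, 3340306 to 3342164) had 22.0 ± 4.41 FPKM in wild type and 57.0 ± 13.2 FPKM in *cys-3-* cells (SD, n = 3), 2.59-fold higher (adjusted p = 7.1e-04), with a peak 2308 bp upstream of its start codon. Its locus shares 1581 bases with that of NCU02726. The cell wall protein gene *tpd-1* (NCU00175; chromosome III, 2902308 to 2904375) was 2.10-fold higher (adjusted p = 0.00625), with a peak at 2091 bp, but 1.81-fold higher without replicate 2 of starved wild type and 1.99-fold without replicate 3 of starved *cys-3-* cells. NCU06977, with a peak at 1168 bp, was 2.04-fold higher (adjusted p = 0.00561).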

Expression of only two of these 64 genes increased in *cys-3^−^* cells compared to wild-type cells: *gly-3* (NCU02727) and glycosylphosphatidylinositol-anchored cell wall protein gene *tpd-1* (NCU00175) (38). 

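Lower expression in starved *cys-3-* cells and a listed peak were found together for 66 genes, 47.5% of those that were lower. Of these 66, 61 were also upregulated in starved wild type. Their median log2 fold change was -3.82, and that of the 73 lower genes without a peak was -1.40 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give).

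**Figure D4:**
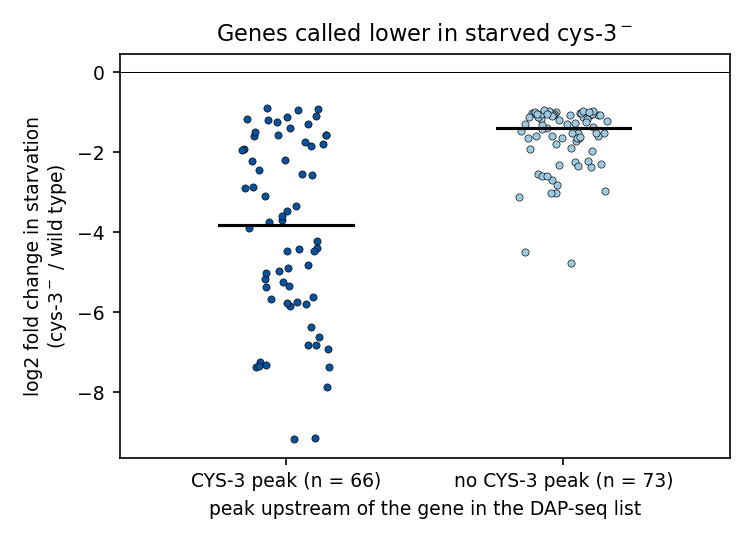
Log2 fold change between starved *cys-3-* and wild-type cells of the genes that were lower in *cys-3-* cells, by whether Data Set S2 lists a CYS-3 peak upstream; points are genes and the bar is the median. The 66 genes with a peak have a median of -3.82, below the -1.40 of the 73 without.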

The other 62 genes directly regulated by CYS-3 during sulfur starvation were activated by CYS-3, consistent with CYS-3 being a transcriptional activator (Fig. 4A; see Fig. S6 in the supplemental material).

**FIG 4:**
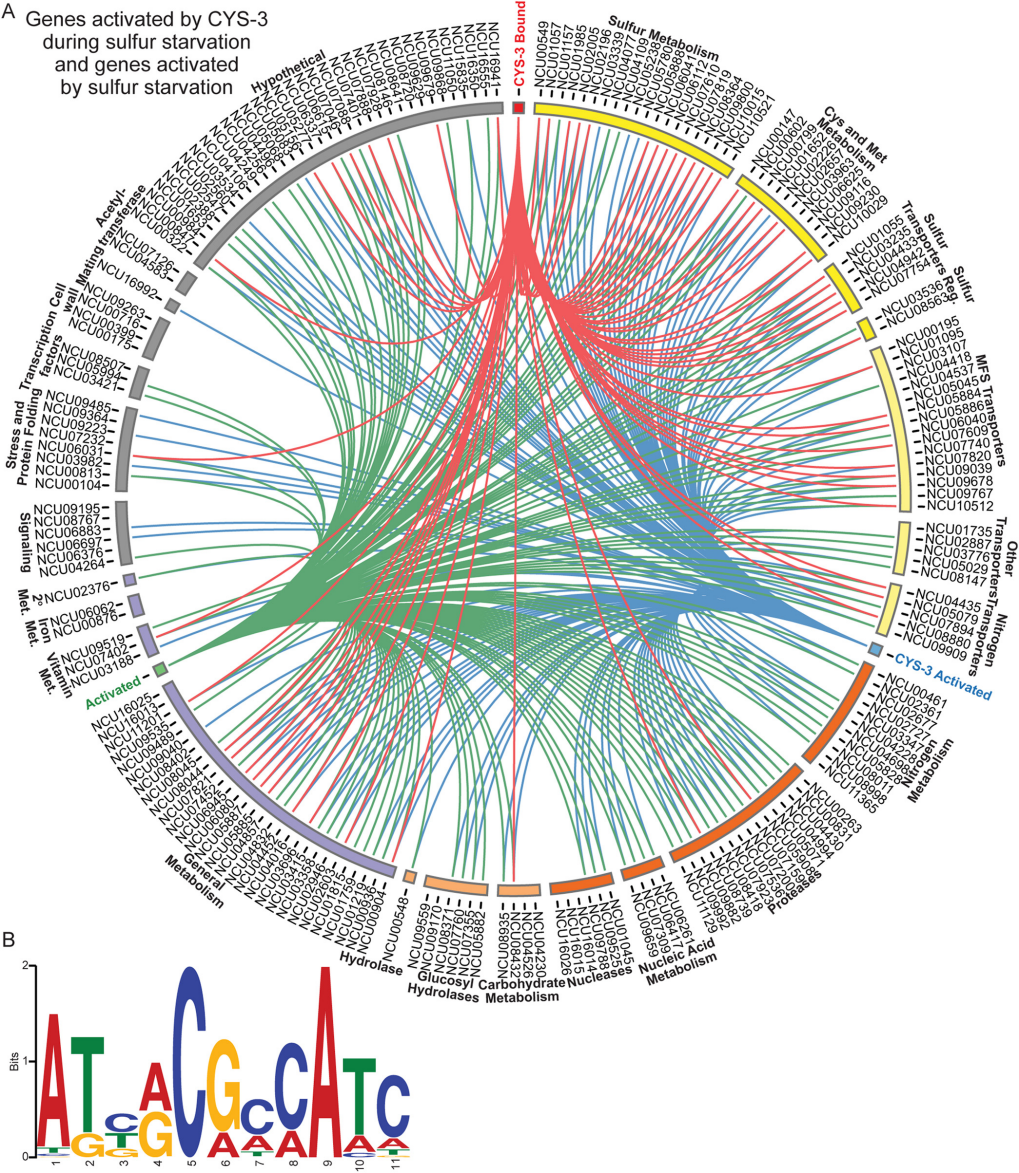
CYS-3 directly regulates genes involved in sulfur acquisition and metabolism. (A) Plot built with Circos version 0.69 (51) to display genes activated in response to sulfur starvation and/or by CYS-3. Green lines indicate genes that were expressed at least 2-fold higher in wild-type cells exposed to sulfur starvation than 24 μM sulfate. Blue lines indicate genes that were expressed at least 2-fold higher in wild-type than *cys-3^−^* cells exposed to sulfur starvation. Red lines indicate genes whose promoters were bound and whose expression was activated by CYS-3 in response to sulfur starvation. In this plot, all 62 genes whose promoters were bound by CYS-3 were activated by CYS-3, and 56 genes whose promoters were bound by CYS-3 were also activated in response to sulfur starvation. Of the 136 genes that were activated in response to sulfur starvation, 114 were activated by CYS-3. (B) CYS-3 consensus DNA binding motif (E value = 2.9 × 10^−39^) built using MEME version 5.1.1 (48).

10.1128/mSphere.00564-21.7 FIG S6 CYS-3 is primarily a transcriptional activator in response to sulfur starvation. Shown is a plot built with Circos, version 0.69 (51), to display genes repressed in response to sulfur starvation and/or by CYS-3. Green lines indicate genes that were expressed at least 2-fold lower in wild-type cells exposed to sulfur starvation than 24 μM sulfate. Blue lines indicate genes that were expressed at least 2-fold lower in wild-type than *cys-3^−^* cells exposed to sulfur starvation. Red lines indicate genes whose promoters were bound and whose expression was repressed at least 2-fold by CYS-3 in response to sulfur starvation. Download FIG S6, EPS file, 1.8 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Using the 67 promoter binding sites in these 64 genes, we identified two potential consensus binding motifs: ATBRCGCCATC (E value = 2.9 × 10^−39^) and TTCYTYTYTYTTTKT (E value = 6.4 × 10^−3^) (Fig. 4B). The ATBRCGCCATC motif had a much smaller E value and significant similarities to the CYS-3 binding motif ATGGCGCCAT and ATGRYRYCAT, identified using random oligonucleotides (39) and DNA footprinting and mobility shift assays (40), respectively.

Promoters of genes involved in metabolizing nonpreferred sulfur sources were bound by CYS-3, and expression of these genes was regulated by CYS-3. These included arylsulfatase gene *ars-1*, choline sulfatase gene *chol-16*, cysteic acid decarboxylase gene *gdc-3*, dibenzothiophene desulfurization enzyme gene NCU05888, and taurine dioxygenase genes *tdo-2*, *tdo-3*, *tdo-4*, *tdo-5*, and *suc-2* (Fig. 2 and 4A). 

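Distances are those from the peak to the start codon in Data Set S2, and fold changes compare starved *cys-3-* cells with starved wild type. *ars-1* was 443-fold lower (adjusted p = 1.3e-09) with a peak at 377 bp (fold enrichment 40.0). *chol-16* was 25.6-fold lower (adjusted p = 1.1e-09) with a peak at 350 bp (fold enrichment 16.7). For *gdc-3* the decrease was 3.77-fold (adjusted p = 1.6e-05), with a peak at 528 bp (fold enrichment 7.85). NCU05888 (chromosome VII, 4170812 to 4172944) had 173 ± 47.2 FPKM in starved wild type and 0.395 ± 0.218 FPKM in starved *cys-3-* cells (SD, n = 3), 438-fold lower (adjusted p = 2.7e-10) with a peak at 590 bp (fold enrichment 33.7). Among the taurine dioxygenase genes, *tdo-2* had the largest decrease, to 0.186 ± 0.113 FPKM, and *tdo-3* the smallest, 83.3-fold to 2.12 ± 0.291 FPKM (SD, n = 3). Peaks of *tdo-2*, *tdo-3*, *tdo-4*, *tdo-5* and *suc-2* were at 506, 237, 550, 378 and 770 bp.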

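In starved *cys-3-* cells, *mox-7* had 2.88 ± 0.356 FPKM (SD, n = 3), 53.0-fold below starved wild type (adjusted p = 3.8e-09). *aso-1* was under the minimum of 10 FPKM in each group, and in the fit without a minimum it was lower in starved *cys-3-* cells (log2 fold change of FPKM + 1 of -0.70, adjusted p = 0.0192).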

Of the two genes encoding alkanesulfonate monooxygenases, only *mox-7* was regulated by CYS-3. However, the promoters of *mox-7* and *aso-1* were both bound by CYS-3 in our unfiltered DAP-seq data. Although *aso-1* was not regulated in our RNA-seq data, the unfiltered DAP-seq data hint there may be a condition under which *aso-1* is expressed (Fig. 2; Data Set S2). 

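In starved *cys-3-* cells *aso-1* had 0.0426 ± 0.0739 FPKM (SD, n = 3). Its peak lies 346 bp upstream, with a fold enrichment of 38.4, and that of *mox-7* lies 311 bp upstream, with a fold enrichment of 46.4.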

Two genes involved in metabolizing sulfate were regulated by CYS-3, and the promoters of these two genes were bound by CYS-3: the gene coding for ATP sulfurylase, *cys-11*, which converts sulfate to APS, and the gene coding for PAPS reductase, *cys-5*, which converts PAPS to sulfite (Fig. 2). Additionally, CYS-3 both bound promoters and regulated expression of two genes involved in glutathione metabolism: *gst-4* and *gst-6* (Fig. 4A; Data Set S1).

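*cys-11* fell to 94.2 ± 1.89 FPKM in starved *cys-3-* cells (SD, n = 3), 3.85-fold below wild type (adjusted p = 7.4e-08), and its peak is at 1246 bp (fold enrichment 4.12). *cys-5* was 38.1-fold lower (adjusted p = 2.3e-09), with a peak at 517 bp (fold enrichment 6.40). Lower expression without a listed peak was found for *cys-2*, 9.25-fold (adjusted p = 1.7e-07), and *cys-4*, 2.48-fold (adjusted p = 2.3e-06). *adsk-1* was 1.38-fold lower (adjusted p = 0.0230), which is under 2-fold.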

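*gst-4* (chromosome VII, 836334 to 837892) had 24.6 ± 4.85 FPKM in starved wild type and 6.50 ± 0.499 FPKM in starved *cys-3-* cells (SD, n = 3), 3.79-fold lower (adjusted p = 1.1e-05). Its peak is at 114 bp with a fold enrichment of 28.4. *gst-6* was 3.05-fold lower (adjusted p = 9.1e-07), with a peak at 66 bp and a fold enrichment of 13.2.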

Of genes directly involved in cysteine and methionine metabolism, only cystathionine γ-lyase gene *cys-16* and SAM synthetase gene *eth-1* were regulated by CYS-3 during sulfur starvation; promoters of both genes were bound by CYS-3 (Fig. 2 and 4A). 

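The decrease of *cys-16* in starved *cys-3-* cells was 15.7-fold, to 28.1 ± 0.824 FPKM (SD, n = 3, adjusted p = 2.6e-08), with a peak at 383 bp (fold enrichment 43.6). *eth-1* went from 624 ± 44.3 FPKM in starved wild type to 271 ± 11.5 FPKM in starved *cys-3-* cells, 2.30-fold lower (adjusted p = 3.8e-06), with a peak at 1242 bp (fold enrichment 9.55). The read numbers implied by its intervals do not follow its FPKM, and in the limma-voom fit of those numbers, chosen after seeing the data, it was not differentially expressed (adjusted p = 0.891, in a range of 2.5e-07 to 0.891 over its alternatives).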

The promoters of several genes involved in sulfur, cysteine, and methionine metabolism were bound by CYS-3 in our unfiltered DAP-seq data but were not regulated by CYS-3 under the conditions we tested. These included cystathionine β-synthase gene *met-11* (NCU09230), myo-inositol-1-monophosphatase gene *inl-3* (NCU09567), *utr4* (NCU06228), and methylenetetrahydrofolate reductase gene *met-13* (NCU09545) (Fig. 2; Data Set S2). 

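In starved *cys-3-* cells none of these 4 genes changed 2-fold. The gene that Fig. 2 labels *met-11* is NCU08216 (chromosome III from 4664863 to 4667489), and it was 1.35-fold lower (adjusted p = 0.0122). *met-13* was 1.51-fold lower (adjusted p = 0.00256) and *inl-3* 1.41-fold higher (adjusted p = 0.0109). The locus of *inl-3* shares 1557 bases with that of NCU09566. *utr4* differed 1.06-fold (adjusted p = 0.669), and the sign of this difference turned without replicate 2 of starved wild type (log2 fold change of 0.01). Peaks of *met-11*, *met-13*, *inl-3* and *utr4* lie at 490, 1243, 1896 and 2863 bp.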

Although we did not detect CYS-3-mediated regulation of these genes, the DAP-seq data hint CYS-3 may play a role in regulating sulfur metabolism at other times or conditions.

CYS-3 also bound promoters of all known and predicted sulfur transporter genes regulated by CYS-3. These included two sulfate permease genes (*cys-13* and *cys-14*), as well as chromate transporter gene *trm-50*. 

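In starved *cys-3-* cells, *cys-14* was 267-fold lower (adjusted p = 8.3e-09), with a peak at 1334 bp and a fold enrichment of 13.0. *cys-13* fell to 0.884 ± 0.113 FPKM (SD, n = 3), 26.7-fold lower (adjusted p = 7.2e-07), with a peak at 1443 bp. *trm-50* fell to 2.35 ± 0.471 FPKM, 44.6-fold lower (adjusted p = 2.3e-09), with a peak at 352 bp.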

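Starved *cys-3-* cells had 11.8 ± 0.741 FPKM of *aap-7* (SD, n = 3), 35.4-fold below starved wild type (adjusted p = 5.5e-08), and 7.25 ± 0.636 FPKM of *aap-10*, 9.66-fold below (adjusted p = 5.0e-09). A peak lies 709 bp upstream of *aap-7* and 314 bp upstream of *aap-10*.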

CYS-3 both regulated and bound the promoters of two predicted methionine permease genes, *aap-7* and *aap-10*. 

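*aap-23* was at the floor in starved *cys-3-* cells, at least 189-fold below starved wild type (adjusted p = 1.1e-05). Data Set S2 lists 2 peaks for it, at 576 and 2503 bp, and the neighboring gene *tdo-3* has a peak of its own. Its reads share an unstranded locus with NCU02194, as in the starvation comparison.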

The promoter of a third predicted methionine permease gene, *aap-23*, was bound by CYS-3 in our unfiltered DAP-seq data, but *aap-23* expression was not regulated by CYS-3 or in response to sulfur starvation. This piece of DAP-seq binding data hints *aap-23* may play a role in sulfur metabolism under other conditions (Fig. 2 and 4A; Data Set S2).

Along with known and predicted sulfur transporters, CYS-3 both regulated and bound the promoters of other transporters in response to sulfur starvation. These included 8 MFS transporter genes (NCU07609, NCU09039, NCU05886, *mfs-15* [NCU05884], NCU09678, NCU10512, *mdr-7* [NCU01095], and predicted pantothenate transporter gene *mfs-29* [NCU07820]) (Fig. 4A). 

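All 8 MFS genes were lower in starved *cys-3-* cells, by 3.41-fold (*mdr-7*) to 340.4-fold (NCU09039), with *mfs-29* at the floor in *cys-3-* cells (at least 324-fold). The median was 123-fold with *mfs-29* at its bound. A 9th MFS gene with a listed peak, NCU06040, lies next to *ars-1* and was 567-fold lower (adjusted p = 5.0e-09), or 931-fold without replicate 3 of starved *cys-3-* cells.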

The direct activation of transporter gene expression by CYS-3 suggested one role of CYS-3 is regulating sulfur transport.

CYS-3 bound the promoters and regulated expression of three predicted amino acid or peptide transporter genes (*aap-18*, *aap-22*, and *mfs-9*). Additionally, CYS-3 directly regulated two protease genes: *mpr-4* (NCU05908) and *apr-10* (NCU08739) (Fig. 4A). Activation of these genes by CYS-3 may improve the ability of the cell to harvest sulfur from cysteine and methionine. However, promoters of most genes regulated by CYS-3 involved in nitrogen and carbon metabolism were not bound by CYS-3 in our DAP-seq data. This observation may suggest activation of these pathways is due to an indirect effect associated with nutrient stress.

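In starved *cys-3-* cells *aap-18* was 91.6-fold lower (adjusted p = 1.9e-09), *aap-22* 61.8-fold lower (adjusted p = 2.6e-08) and *mfs-9* 4.63-fold lower (adjusted p = 2.2e-06). Their peaks lie at 804, 805 and 1598 bp, with fold enrichments of 18.9, 25.7 and 7.66.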

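*mpr-4* (NCU05908; chromosome VI, 3500912 to 3503078) was 11.6-fold lower in starved *cys-3-* cells (adjusted p = 1.2e-07), with a peak at 2778 bp. *apr-10* (NCU08739; chromosome II, 3848627 to 3850614) was 6.15-fold lower (adjusted p = 1.6e-04), with a peak at 2557 bp. Of the protease genes of Fig. 4A, 13 were lower in *cys-3-* cells and 2 of them had a listed peak.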

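Of the 10 genes of nitrogen and nucleic acid metabolism named for starvation, 7 were lower in starved *cys-3-* cells, and 0 had a listed peak. *uc-8* had a ratio of 1.96 (adjusted p = 1.0e-04) and passed 2-fold without replicate 1 of starved wild type (2.03-fold) or without replicate 2 of starved *cys-3-* cells (2.01-fold). Without replicate 2 of starved wild type, *glu-2* went from 2.18-fold to 1.87-fold lower and *nut-1* from 2.11-fold to 1.96-fold. Of the 5 carbon genes, 4 were lower and 1, NCU08432, had a peak, at 926 bp. NCU08432 was 10.9-fold lower (adjusted p = 3.7e-04), or 17.1-fold without replicate 3 of starved *cys-3-* cells.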

Although promoters of genes in metabolic pathways associated with utilization of nutrient sources besides sulfur were not bound by CYS-3 in our DAP-seq data, the promoters of genes involved in oxidation-reduction reactions and other aspects of electron transfer were bound by CYS-3, and CYS-3 regulated their expression (Fig. 4A; Data Set S1). 

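Among the genes annotated as oxidation or reduction enzymes, 24 were lower in starved *cys-3-* cells, by 2.03-fold to 3724-fold (median 9.14-fold). A peak is listed for 16 of these (median 54.9-fold), among them the 5 taurine dioxygenase genes, *mox-7* and *cys-5*. Of the others, *mox-5* (NCU05885) was 158-fold lower with a peak at 505 bp, *dam-2* (NCU07821) 56.9-fold lower with a peak at 254 bp and *ldh-2* (NCU00904) 15.1-fold lower with a peak at 105 bp. In the general metabolism list of Fig. 4A, 19 genes were lower in *cys-3-* cells, 11 of them with a listed peak.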

Iron-sulfur proteins play a role in oxidation-reduction reactions in electron transport in mitochondria. Direct regulation of genes involved in these general metabolic processes by CYS-3 suggests a connection between the sulfur response and ATP generation.

## DISCUSSION

Sulfur is a component of many essential biological macromolecules. To ensure a sufficient sulfur supply, filamentous fungi such as N. crassa scavenge sulfur from a number of sources, including cysteine, methionine, and other organic and inorganic sulfur compounds. Sulfur acquisition in N. crassa is regulated by the basic leucine zipper transcription factor CYS-3 (5). We used RNA-seq and DAP-seq to examine the global sulfur starvation response and the role of CYS-3 in regulating sulfur acquisition.

Our data indicate CYS-3 directly regulates most genes necessary for sulfur import and assimilation of sulfur from nonpreferred sulfur sources. Regulation of sulfur import and assimilation genes is similar to the role of CYS-3 homologs in other filamentous fungi. Transcriptional profiling of an A. fumigatus *metR* mutant under low sulfur showed MetR regulated expression of sulfate permeases, arylsulfatase, and genes involved in assimilating sulfur from sulfate (3). In A. nidulans, transcriptional activation of sulfur-responsive genes may be shared by MetR and its paralog, MetZ (12, 41).

### Sulfur import is an important aspect of the sulfur starvation response.

Sulfur sensing and utilization in N. crassa are well characterized using classical and molecular genetics. The transcription factor CYS-3 is responsible for activating the sulfur response (6). The *cys-3* mutant from the *Neurospora* deletion collection (33) has an identical phenotype to the previously characterized *cys-3* mutant and is required for regulation of genes previously identified to require CYS-3 (Fig. S1 and S4 and Data Set S1) (6, 34). Importantly, our DAP-seq data show CYS-3 binds promoters of genes expressed upon sulfur starvation (Fig. 4A). However, as both characterized *cys-3* mutants are not the result of complete deletions (Fig. S4) (6), we cannot rule out the possibility that the truncated CYS-3 proteins may play an additional role in the cell.

DAP-seq is comparable to the *in vivo* genome-wide method of identifying DNA binding sites, chromatin immunoprecipitation sequencing, in N. crassa and *Arabidopsis*, with a high concordance of identified transcription factor DNA binding sites (18, 37). We identified 64 genes whose promoters were bound by CYS-3 in our DAP-seq data and were at least 2-fold differentially expressed when comparing wild-type and *cys-3^−^* cells exposed to sulfur starvation (Fig. 4A; Fig. S6). This set of genes included a number of genes known or predicted to play a role in sulfur metabolism, as well as uncharacterized transporters and genes involved in electron transport. However, this list likely does not include all genes CYS-3 directly regulates. We identified 6 genes (*aso-1*, *met-11*, *inl-3*, *utr4*, *met-13*, and *aap-23*) known or predicted to play roles in sulfur metabolism whose promoters were bound by CYS-3 in our unfiltered DAP-seq data set but were not differentially expressed in our 4-h RNA-seq data set (Data Set S1 and S2). It is likely additional genes that are bound by CYS-3 and require CYS-3 for regulation would be identified under different nutrient conditions and time points than those examined here. Our DAP-seq data provide information that will guide these future experimental approaches. The combination of transcriptional profiling under different nutrient conditions, other mutants, and improved DAP-seq library methods may identify additional genes that are directly regulated by CYS-3.

A small number of previously identified CYS-3 DNA binding sites were not identified using DAP-seq. Several studies using mobility shift assays and DNA footprinting show CYS-3 binds its own promoter (5, 35, 36, 40, 42). However, CYS-3 binding sites were not identified in the *cys-3* promoter using DAP-seq (Data Set S2). CYS-3 protein levels are regulated by SCON-2 when sulfur is abundant (7, 8). *scon-2* is regulated by CYS-3 (Fig. S3) (43), and prior studies identified 4 CYS-3 binding sites in the *scon-2* promoter (43). We identified multiple CYS-3 binding sites in the *scon-2* promoter, but they did not overlap the 4 sites identified by mobility shift assays (Data Set S2).

Differences in DAP-seq and mobility shift or DNA footprinting assay transcription factor binding site identification may be due to differing methods of protein and DNA preparation. We generated CYS-3 protein for DAP-seq using *in vitro* transcription translation. Previous studies expressed CYS-3 in Escherichia coli or harvested CYS-3 from N. crassa nuclear extracts (5, 35, 36, 40, 42). Protein modifications of CYS-3 that occur *in vivo* may affect DNA binding. Additionally, earlier studies used a mixture of genomic DNA, synthesized oligonucleotides, and cloned DNA fragments (5, 35, 36, 40, 42); we used genomic DNA from N. crassa grown in VMM. It is possible that DNA modifications may affect CYS-3 DNA binding. For example, DNA methylation can block CYS-3 binding of the *cys-14* promoter, although the same effect was not seen for the *cys-3* promoter (40).

Our transcriptional data provide a global view of the sulfur response in N. crassa. During sulfur starvation, CYS-3 directly upregulates many genes required for sulfur import. We identified CYS-3 binding sites in promoters of known and predicted sulfur transporters, such as sulfate permease genes *cys-13* and *cys-14* and methionine permease genes *aap-7* and *aap-10*, as well as predicted amino acid and peptide transporter genes and 8 uncharacterized MFS transporter genes (Fig. 2 and 4A; Data Set S2). We confirmed CYS-3 binding 1.4 kbp upstream of the *cys-14* translation start site (35) (Data Set S2), which is necessary and sufficient for full, regulated expression of *cys-14* (44). The direct regulation of so many transporters by CYS-3 suggests sulfur import is an important aspect of the sulfur starvation response.

### Cross talk exists between regulation of sulfur metabolism and a variety of other primary metabolic pathways.

In nature, N. crassa gets most of its nutrients from plant biomass, where sulfur is in a matrix of other nutrients. Our data indicate the sulfur response is transcriptionally intertwined with other metabolic pathways. Along with direct regulation of genes involved in sulfur, cysteine, and methionine metabolism, CYS-3 also directly regulates genes involved in electron transfer, perhaps due to the presence of sulfur in a number of electron carriers, such as iron-sulfur proteins (Fig. 4A). The requirement for iron-sulfur proteins for cell viability may also be the reason genes involved in iron acquisition are regulated by the A. fumigatus CYS-3 ortholog MetR (3). However, in N. crassa, indirect regulation of only a small number of genes involved in iron metabolism was identified (Fig. 4A; Fig. S6 and Data Set S1). 

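Fig. 4A and Fig. S6 place 2 genes under iron metabolism, and neither has a listed peak. *fer-3* (NCU00876; chromosome I, 6890510 to 6892949) was 2.41-fold higher in starved *cys-3-* cells than in starved wild type, at 11.3 ± 1.33 against 4.67 ± 0.625 FPKM (SD, n = 3, adjusted p = 3.3e-04). *sit-9* (NCU06062; chromosome VII, 1939097 to 1941040) decreased 2.73-fold in starved wild type, from 21.1 ± 9.47 to 7.72 ± 1.06 FPKM (adjusted p = 0.0112), and was not called without replicate 1 of wild type in 24 μM sulfate (adjusted p = 0.0534, the highest over its alternatives, the lowest being 2.2e-05).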

Direct regulation of many genes involved in oxidation-reduction reactions and electron transport by CYS-3 may suggest a connection between the sulfur response and metabolic pathways regulating ATP generation.

Additionally, genes involved in carbon and nitrogen metabolism were regulated during sulfur starvation (Fig. 4A; Fig. S6). Coregulation of nutrient metabolism is not restricted to N. crassa, as similar phenomena are observed in the human pathogens A. fumigatus and Cryptococcus neoformans (3, 45). Our DAP-seq data suggest the interplay between these signaling pathways may not be directly regulated by CYS-3. It will be the role of future studies to investigate the molecular mechanisms controlling cross talk between these nutrient sensing and metabolism pathways.

## MATERIALS AND METHODS

### N. crassa strains and culturing.

The strains used in this study were wild-type *mat* A and *mat* a strains FGSC 2489 and FGSC 4200, respectively (wild type) (46) and FGSC 26799 *cys-3^−^*::*hyg*^R^ *mat* a mutant strain (*cys-3^−^*) (this study). For details of FGSC 26799 construction, see Text S1 in the supplemental material.

10.1128/mSphere.00564-21.1 TEXT S1 Supplemental materials and methods. Download Text S1, DOCX file, 0.03 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The media used in this study were based on VMM, which contains 58 mM sucrose as the carbon source, 25 mM ammonium nitrate as the nitrogen source, and 800 μM sulfate as the sulfur source (19). For details of the recipes of the media used and N. crassa growth conditions, see Text S1. All chemicals were purchased from Sigma-Aldrich unless otherwise noted.

### RNA sequencing and transcript abundance.

The methods of RNA extraction, library preparation, and sequencing were modified from those of Wu et al. (18). For details, see Text S1.

### Statistical significance tests.

RNA-seq experiments had 3 biological replicates, and statistical significance was determined using Cufflinks v2.2.1 (47). Biological replicates refer to independent cultures inoculated on the same or independent days.

### DAP-seq.

Single DAP-seq libraries were prepared for CYS-3 and a negative control as described by Wu et al. (18). DAP-seq data were filtered for CYS-3 DNA binding sites within 3,000 bp upstream of a translational start site. This list was further filtered to only include genes whose expression was at least 2-fold differentially regulated between wild-type and *cys-3^−^* cells during exposure to sulfur starvation or 24 μM sulfate with a count of fragments per kilobase per million (FPKM) of at least 10 under any one of these conditions. For details, see Text S1.

### DNA binding consensus motif generation.

Motif discovery was performed using MEME version 5.1.1 (48). For details, see Text S1.

### Functional enrichment analysis and gene annotation.

Functional enrichment analysis was done using FungiFun2 (https://elbe.hki-jena.de/fungifun/) with KEGG as the classification ontology (49, 50). Gene to category associates were tested for overrepresentation using hypergeometric distribution with Benjamini-Hochberg correction for false-discovery rate.

Gene annotations were pulled from FungiDB (https://fungidb.org/) or inferred from homology to characterized genes in related fungi.

### Data availability.

The RNA-seq data used in this study have been deposited in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) and are accessible through GEO series accession no. GSE173890. Processed RNA-seq data are available in Data Set S1. DAP-seq data used in this study have been deposited in the NCBI Sequence Read Archive (SRA) and are accessible through SRA accession no. SRX3748478 (CYS-3) and SRX3748477 (negative control). Processed DAP-seq data are available in Data Set S2.

10.1128/mSphere.00564-21.8 TABLE S1 Sulfur-free trace elements solution (100 ml). One hundred microliters of sulfur-free trace elements solution was added to each liter of sulfur-free VMM. Download Table S1, DOCX file, 0.02 MB. Copyright © 2021 Huberman et al. 2021 Huberman et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## References

[1] Hästbacka J, de la Chapelle A, Mahtani MM, Clines G, Reeve-Daly MP, Daly M, Hamilton BA, Kusumi K, Trivedi B, Weaver A. 1994. The diastrophic dysplasia gene encodes a novel sulfate transporter: positional cloning by fine-structure linkage disequilibrium mapping. Cell 78:1073–1087. doi:10.1016/0092-8674(94)90281-x.7923357

[2] Franco B, Meroni G, Parenti G, Levilliers J, Bernard L, Gebbia M, Cox L, Maroteaux P, Sheffield L, Rappold GA, Andria G, Petit C, Ballabio A. 1995. A cluster of sulfatase genes on Xp22.3: mutations in chondrodysplasia punctata (CDPX) and implications for warfarin embryopathy. Cell 81:15–25. doi:10.1016/0092-8674(95)90367-4.7720070

[3] Amich J, Schafferer L, Haas H, Krappmann S. 2013. Regulation of sulphur assimilation is essential for virulence and affects iron homeostasis of the human-pathogenic mould *Aspergillus fumigatus*. PLoS Pathog 9:e1003573. doi:10.1371/journal.ppat.1003573.24009505PMC3757043

[4] Marzluf GA. 1997. Molecular genetics of sulfur assimilation in filamentous fungi and yeast. Annu Rev Microbiol 51:73–96. doi:10.1146/annurev.micro.51.1.73.9343344

[5] Paietta JV, Akins RA, Lambowitz AM, Marzluf GA. 1987. Molecular cloning and characterization of the *cys-3* regulatory gene of *Neurospora crassa*. Mol Cell Biol 7:2506–2511. doi:10.1128/mcb.7.7.2506-2511.1987.2886908PMC365384

[6] Paietta JV. 1992. Production of the CYS3 regulator, a bZIP DNA-binding protein, is sufficient to induce sulfur gene expression in *Neurospora crassa*. Mol Cell Biol 12:1568–1577. doi:10.1128/mcb.12.4.1568-1577.1992.1532230PMC369599

[7] Kumar A, Paietta JV. 1998. An additional role for the F-box motif: gene regulation within the *Neurospora crassa* sulfur control network. Proc Natl Acad Sci USA 95:2417–2422. doi:10.1073/pnas.95.5.2417.9482900PMC19360

[8] Sizemore ST, Paietta JV. 2002. Cloning and characterization of *scon-3*+, a new member of the *Neurospora crassa* sulfur regulatory system. Eukaryot Cell 1:875–883. doi:10.1128/EC.1.6.875-883.2002.12477788PMC138751

[9] Natorff R, Sieńko M, Brzywczy J, Paszewski A. 2003. The *Aspergillus nidulans metR* gene encodes a bZIP protein which activates transcription of sulphur metabolism genes. Mol Microbiol 49:1081–1094. doi:10.1046/j.1365-2958.2003.03617.x.12890030

[10] Natorff R, Piotrowska M, Paszewski A. 1998. The Aspergillus nidulans sulphur regulatory gene sconB encodes a protein with WD40 repeats and an F-box. Mol Gen Genet 257:255–263. doi:10.1007/s004380050646.9520259

[11] Piotrowska M, Natorff R, Paszewski A. 2000. *sconC*, a gene involved in the regulation of sulphur metabolism in *Aspergillus nidulans*, belongs to the SKP1 gene family. Mol Gen Genet 264:276–282. doi:10.1007/s004380000319.11085267

[12] Piłsyk S, Natorff R, Sieńko M, Skoneczny M, Paszewski A, Brzywczy J. 2015. The *Aspergillus nidulans metZ* gene encodes a transcription factor involved in regulation of sulfur metabolism in this fungus and other *Eurotiales*. Curr Genet 61:115–125. doi:10.1007/s00294-014-0459-5.25391366

[13] Ketter JS, Jarai G, Fu YH, Marzluf GA. 1991. Nucleotide sequence, messenger RNA stability, and DNA recognition elements of *cys-14*, the structural gene for sulfate permease II in *Neurospora crassa*. Biochemistry 30:1780–1787. doi:10.1021/bi00221a008.1825178

[14] Hanson MA, Marzluf GA. 1975. Control of the synthesis of a single enzyme by multiple regulatory circuits in *Neurospora crassa*. Proc Natl Acad Sci USA 72:1240–1244. doi:10.1073/pnas.72.4.1240.124058PMC432507

[15] Marzluf GA. 1972. Genetic and metabolic control of sulfate metabolism in *Neurospora crassa*: a specific permease for choline-*O*-sulfate. Biochem Genet 7:219–233. doi:10.1007/BF00484820.4265021

[16] Paietta JV. 1989. Molecular cloning and regulatory analysis of the arylsulfatase structural gene of *Neurospora crassa*. Mol Cell Biol 9:3630–3637. doi:10.1128/mcb.9.9.3630-3637.1989.2528685PMC362423

[17] Huberman LB, Wu VW, Kowbel DJ, Lee J, Daum C, Grigoriev IV, O'Malley RC, Glass NL. 2021. DNA affinity purification sequencing and transcriptional profiling reveal new aspects of nitrogen regulation in a filamentous fungus. Proc Natl Acad Sci USA 118:e2009501118. doi:10.1073/pnas.2009501118.33753477PMC8020665

[18] Wu VW, Thieme N, Huberman LB, Dietschmann A, Kowbel DJ, Lee J, Calhoun S, Singan VR, Lipzen A, Xiong Y, Monti R, Blow MJ, O'Malley RC, Grigoriev IV, Benz JP, Glass NL. 2020. The regulatory and transcriptional landscape associated with carbon utilization in a filamentous fungus. Proc Natl Acad Sci USA 117:6003–6013. doi:10.1073/pnas.1915611117.32111691PMC7084071

[19] Vogel H. 1956. A convenient growth medium for *Neurospora* (medium N). Microbial Genet Bull 13:42–43.

[20] Marzluf GA. 1994. Genetics and molecular genetics of sulfur assimilation in the fungi. Adv Genet 31:187–206. doi:10.1016/s0065-2660(08)60398-3.8036994

[21] Flavin M, Slaughter C. 1967. The derepression and function of enzymes of reverse trans-sulfuration in *Neurospora*. Biochim Biophys Acta 132:406–411. doi:10.1016/0005-2744(67)90159-3.6031132

[22] Marzluf GA, Metzenberg RL. 1968. Positive control by the *cys-3* locus in regulation of sulfur metabolism in *Neurospora*. J Mol Biol 33:423–437. doi:10.1016/0022-2836(68)90199-x.5700703

[23] Metzenberg RL, Parson JW. 1966. Altered repression of some enzymes of sulfur utilization in a temperature-conditional lethal mutant of *Neurospora*. Proc Natl Acad Sci USA 55:629–635. doi:10.1073/pnas.55.3.629.5221246PMC224198

[24] Paietta JV. 2016. Regulation of sulfur metabolism in filamentous fungi, p 305–319. *In* Hoffmeister D (ed), The Mycota: biochemistry and molecular biology, 3rd ed. Springer, Berlin, Germany.

[25] Marzluf GA. 1970. Genetic and biochemical studies of distinct sulfate permease species in different developmental stages of *Neurospora crassa*. Arch Biochem Biophys 138:254–263. doi:10.1016/0003-9861(70)90306-1.5446339

[26] Marzluf GA. 1970. Genetic and metabolic controls for sulfate metabolism in *Neurospora crassa*: isolation and study of chromate-resistant and sulfate transport-negative mutants. J Bacteriol 102:716–721. doi:10.1128/jb.102.3.716-721.1970.5429722PMC247617

[27] Flores-Alvarez LJ, Corrales-Escobosa AR, Cortés-Penagos C, Martínez-Pacheco M, Wrobel-Zasada K, Wrobel-Kaczmarczyk K, Cervantes C, Gutiérrez-Corona F. 2012. The *Neurospora crassa chr-1* gene is up-regulated by chromate and its encoded CHR-1 protein causes chromate sensitivity and chromium accumulation. Curr Genet 58:281–290. doi:10.1007/s00294-012-0383-5.23085746

[28] Apodaca G, McKerrow JH. 1989. Regulation of *Trichophyton rubrum* proteolytic activity. Infect Immun 57:3081–3090. doi:10.1128/iai.57.10.3081-3090.1989.2476398PMC260773

[29] Cohen BL. 1973. Regulation of intracellular and extracellular neutral and alkaline proteases in *Aspergillus nidulans*. J Gen Microbiol 79:311–320. doi:10.1099/00221287-79-2-311.4589332

[30] Katz ME, Rice RN, Cheetham BF. 1994. Isolation and characterization of an *Aspergillus nidulans* gene encoding an alkaline protease. Gene 150:287–292. doi:10.1016/0378-1119(94)90439-1.7821793

[31] Benz JP, Chau BH, Zheng D, Bauer S, Glass NL, Somerville CR. 2014. A comparative systems analysis of polysaccharide-elicited responses in *Neurospora crassa* reveals carbon source-specific cellular adaptations. Mol Microbiol 91:275–299. doi:10.1111/mmi.12459.24224966PMC3900418

[32] Paietta JV. 1990. Molecular cloning and analysis of the *scon-2* negative regulatory gene of *Neurospora crassa*. Mol Cell Biol 10:5207–5214. doi:10.1128/mcb.10.10.5207-5214.1990.1975945PMC361201

[33] Colot HV, Park G, Turner GE, Ringelberg C, Crew CM, Litvinkova L, Weiss RL, Borkovich KA, Dunlap JC. 2006. A high-throughput gene knockout procedure for *Neurospora* reveals functions for multiple transcription factors. Proc Natl Acad Sci USA 103:10352–10357. doi:10.1073/pnas.0601456103.16801547PMC1482798

[34] Reveal BS, Paietta JV. 2012. Analysis of the sulfur-regulated control of the cystathionine γ-lyase gene of *Neurospora crassa*. BMC Res Notes 5:339. doi:10.1186/1756-0500-5-339.22748183PMC3496659

[35] Fu YH, Marzluf GA. 1990. *cys-3*, the positive-acting sulfur regulatory gene of *Neurospora crassa*, encodes a sequence-specific DNA-binding protein. J Biol Chem 265:11942–11947. doi:10.1016/S0021-9258(19)38491-1.2142156

[36] Kanaan MN, Marzluf GA. 1993. The positive-acting sulfur regulatory protein CYS3 of *Neurospora crassa*: nuclear localization, autogenous control, and regions required for transcriptional activation. Mol Gen Genet 239:334–344. doi:10.1007/BF00276931.8316209

[37] O'Malley RC, Huang SC, Song L, Lewsey MG, Bartlett A, Nery JR, Galli M, Gallavotti A, Ecker JR. 2016. Cistrome and epicistrome features shape the regulatory DNA landscape. Cell 165:1280–1292. doi:10.1016/j.cell.2016.04.038.27203113PMC4907330

[38] Maddi A, Free SJ. 2010. α-1,6-Mannosylation of N-linked oligosaccharide present on cell wall proteins is required for their incorporation into the cell wall in the filamentous fungus *Neurospora crassa*. Eukaryot Cell 9:1766–1775. doi:10.1128/EC.00134-10.20870880PMC2976294

[39] Paietta JV. 2008. DNA-binding specificity of the CYS3 transcription factor of *Neurospora crassa* defined by binding-site selection. Fungal Genet Biol 45:1166–1171. doi:10.1016/j.fgb.2008.05.001.18565773

[40] Li Q, Marzluf GA. 1996. Determination of the *Neurospora crassa* CYS 3 sulfur regulatory protein consensus DNA-binding site: amino-acid substitutions in the CYS3 bZIP domain that alter DNA-binding specificity. Curr Genet 30:298–304. doi:10.1007/s002940050136.8781172

[41] Sieńko M, Natorff R, Skoneczny M, Kruszewska J, Paszewski A, Brzywczy J. 2014. Regulatory mutations affecting sulfur metabolism induce environmental stress response in *Aspergillus nidulans*. Fungal Genet Biol 65:37–47. doi:10.1016/j.fgb.2014.02.001.24513272

[42] Kanaan MN, Marzluf GA. 1991. Mutational analysis of the DNA-binding domain of the CYS3 regulatory protein of *Neurospora crassa*. Mol Cell Biol 11:4356–4362. doi:10.1128/mcb.11.9.4356-4362.1991.1831537PMC361297

[43] Kumar A, Paietta JV. 1995. The sulfur controller-2 negative regulatory gene of *Neurospora crassa* encodes a protein with beta-transducin repeats. Proc Natl Acad Sci USA 92:3343–3347. doi:10.1073/pnas.92.8.3343.7724564PMC42162

[44] Li Q, Zhou L, Marzluf GA. 1996. Functional in vivo studies of the *Neurospora crassa cys-14* gene upstream region: importance of CYS3-binding sites for regulated expression. Mol Microbiol 22:109–117. doi:10.1111/j.1365-2958.1996.tb02660.x.8899713

[45] de Melo AT, Martho KF, Roberto TN, Nishiduka ES, Machado J, Jr, Brustolini OJB, Tashima AK, Vasconcelos AT, Vallim MA, Pascon RC. 2019. The regulation of the sulfur amino acid biosynthetic pathway in *Cryptococcus neoformans*: the relationship of Cys3, calcineurin, and Gpp2 phosphatases. Sci Rep 9:11923. doi:10.1038/s41598-019-48433-5.31417135PMC6695392

[46] McCluskey K, Wiest A, Plamann M. 2010. The Fungal Genetics Stock Center: a repository for 50 years of fungal genetics research. J Biosci 35:119–126. doi:10.1007/s12038-010-0014-6.20413916

[47] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L. 2012. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc 7:562–578. doi:10.1038/nprot.2012.016.22383036PMC3334321

[48] Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, Ren J, Li WW, Noble WS. 2009. MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res 37:W202–W208. doi:10.1093/nar/gkp335.19458158PMC2703892

[49] Priebe S, Kreisel C, Horn F, Guthke R, Linde J. 2015. FungiFun2: a comprehensive online resource for systematic analysis of gene lists from fungal species. Bioinformatics 31:445–446. doi:10.1093/bioinformatics/btu627.25294921PMC4308660

[50] Kanehisa M, Goto S. 2000. KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res 28:27–30. doi:10.1093/nar/28.1.27.10592173PMC102409

[51] Krzywinski M, Schein J, Birol I, Connors J, Gascoyne R, Horsman D, Jones SJ, Marra MA. 2009. Circos: an information aesthetic for comparative genomics. Genome Res 19:1639–1645. doi:10.1101/gr.092759.109.19541911PMC2752132

# Supplementary material for: Aspects of the Neurospora crassa Sulfur Starvation Response Are Revealed by Transcriptional Profiling and DNA Affinity Purification Sequencing
**Source:** mSphere. 2021 Sep 15;6(5):e00564-21. doi: 10.1128/mSphere.00564-21
**Supplement:** TEXT S1

**SI MATERIALS and METHODS**

***N. crassa strains and culturing***

Strains used in this study were FGSC 2489, the wild type *mat* A strain (wild type) (1), FGSC 4200, the wild type *mat a* strain (wild type) (1), and FGSC 26799, the *cys-3*^-^*::hyg^R^ mat a* strain (*cys-3*^-^) (this study). The homokaryotic *cys-3*^-^ strain (FGSC 26799) was derived from the heterokaryotic FGSC 21610 from the *N. crassa* deletion collection by isolating uninucleate microconidia (1, 2). As described in the construction of the *N. crassa* deletion collection, in the *cys-3^-^* strain (FGSC 26799), the hygromycin resistance cassette replaced a portion of the 5’ untranslated region, the first *cys-3* exon (301 base pairs), and a portion of the *cys-3* intron (Fig. S4). The deleted region was bounded by the sequences 5’-GCTCCAGTCTCAATATCTCC-3’ (upstream of deletion) and 5’- TACCCGTCTTGGTTACTACG-3’ (downstream of deletion) (2). We confirmed the presence of the hygromycin resistance cassette at this locus using PCR with the primers 5’-CTTGTCTCGACCAGGAGTC-3’ upstream of *cys-3* and 5’-GACCGATGGCTGTGTAGAAGTACTC-3’ in the hygromycin cassette.

The media used in this study were based on the Vogel’s minimal medium (VMM) recipe, which contains 58mM sucrose as the carbon source, 25mM ammonium nitrate as the nitrogen source, and 800μM sulfate as the sulfur source (3). To make VMM containing 24μM sulfate, a sulfur concentration that supports growth of *N. crassa* and represses expression of sulfur responsive genes (Fig. S1), 165mg/L magnesium chloride hexahydrate replaced the magnesium sulfate heptahydrate. For sulfur starvation experiments, 165mg/L magnesium chloride hexahydrate replaced the magnesium sulfate heptahydrate and all of the sulfate salts in the trace elements solution were replaced with chloride salts (Table S1).

For RNAseq experiments, FGSC 4200 and FGSC 26799 were grown from freezer stocks on VMM + 500mg/L methionine + 1.5% agar (Thermo Fisher Scientific) slants for 2 d at 30^o^C in the dark and 8 d at 25^o^C in constant light. Conidia were harvested from slants and inoculated into 3ml VMM + 500mg/L methionine in 24-well plates at 10^6^ conidia/mL and grown for 24 h at 25^o^C in constant light with shaking at 200 rpm. The media was then vacuumed out of the wells and mycelial mats were washed three times with either VMM containing 24μM sulfate or VMM lacking a sulfur source and then shifted to 3 ml of either VMM containing 24μM sulfate or VMM lacking a sulfur source, respectively. Cells were then incubated for 4 h at 25^o^C in constant light with shaking at 200 rpm prior to harvesting by flash freezing in liquid nitrogen to harvest RNA for RNAseq.

For growth experiments, *N. crassa* strains were inoculated from freezer stocks on VMM containing the indicated sulfur conditions (800μM sulfate, 800μM sulfate + 500mg/L methionine, or 24μM sulfate) + 1.5% agar slants and grown for 2 d at 30^o^C in constant dark and 4 d at 25^o^C in constant light. All chemicals were purchased from Sigma-Aldrich unless otherwise noted.

***RNA sequencing and transcript abundance***

FGSC 4200 and FGSC 26799 conidia were inoculated into 3ml VMM + 500mg/L methionine in 24-well plates at 10^6^ conidia/mL and grown for 24 h at 25^o^C in constant light with shaking at 200 rpm. The media was then vacuumed out of the wells and mycelial mats were washed three times with either VMM containing 24μM sulfate or VMM lacking a sulfur source and then shifted to 3 ml of either VMM containing 24μM sulfate or VMM lacking a sulfur source, respectively. Cells were then incubated for 4 h at 25^o^C in constant light with shaking at 200 rpm.

Mycelia were harvested by filtering on Whatman paper no. 1 and flash frozen in liquid nitrogen. RNA extraction and library preparation were done as described in Wu *et al* (2020) (4). Briefly, total RNA was harvested from mycelia flash frozen in liquid nitrogen 4h post-transfer to the indicated media using a TRIzol (Life Technologies) extraction and cleaned up with the RNeasy kit (Qiagen). Libraries were prepared from total RNA using poly(A) enrichment and standard Illumina protocols. Libraries were prepared and sequenced at the UC Davis Genome Center on an Illumina HiSeq 4000 with 90bp single end reads.

The RNA sequences were aligned to the predicted transcripts from the *N. crassa* OR74A genome (v12) (5) with HiSat2 v2.0.5 (6) with the maximum intron length set to 5000bp. Transcript abundance (fragments per kilobase of transcript per million mapped reads, FPKM) and differential expression were determined using Cufflinks v2.2.1 (7) with the options --library-type fr-unstranded, --max-bundle-frags=10000000, and --compatible-hits-norm.

Hierarchical clustering was performed using the clustermap function of the Python visualization library Seaborn (<https://seaborn.pydata.org/>) using the average linkage method with Pearson Correlation as the similarity metric.

RNAseq data used in this study were deposited in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) and are accessible through GEO series accession number GSE173890. Processed RNAseq data are available in Dataset S1.

***DAPseq***

DAPseq was done as described in Wu *et al* (2020) (4). Briefly, the *cys-3* open reading frame was amplified from cDNA using RNA to cDNA EcoDry premix (Clontech) and inserted into an expression vector containing T7 and SP6 promoters upstream of a HALO tag as previously described (8). The *cys-3* transcription factor was transcribed and translated *in vitro* using Promega TnT T7 Rabbit Reticulocyte Quick Coupled Transcription/Translation System and expression was verified by Western blot with the Promega Anti-HaloTag monoclonal antibody. The CYS-3 protein was then bound to Promega Magne HaloTag Beads.

Genomic DNA was harvested from wild type *N. crassa* mycelia grown in liquid VMM containing 800μM sulfate for 25h at 25^o^C using the DNeasy Blood & Tissue Kit (Qiagen). DNA was sheared to a 300bp peak and size selected using AMPure XP beads (Beckman Coulter). *In vitro* translated CYS-3 was bound to Promega Magne HaloTag Beads and incubated with genomic DNA on a rotator for 1h at room temperature. CYS-3 and bound genomic DNA that was bound to the beads was washed and then heated to 98^o^C for 10 min to release DNA fragments into solution. The KAPA library kit for Illumina sequencing was used to prepare the DAPseq libraries for sequencing from these DNA fragments. A final DAPseq DNA library was generated in the same conditions with no plasmid added to the TnT Master Mix as a negative control. A single DAPseq library was sequenced for each condition with paired end 150bp reads on an Illumina MiSeq.

Filtered reads were aligned to the *N. crassa* OR74A genome (v12) using Bowtie2 v2.3.2 (9). Peak calling was performed using MACS2 v2.1.1 (10) with *P* value cutoff at 0.001 and utilizing negative control library alignments. Dataset S2 gives the full list of peaks that were called by MACS2 and within 3kbp upstream of a translational start site. To reduce the frequency of identifying false positive CYS-3 DNA binding sites, the DAPseq data was then further filtered for binding sites within 3kbp upstream of a translated gene that was at least 2-fold differentially expressed between wild type and *cys-3^-^* cells during exposure to media lacking sulfur or containing 24μM sulfate and had an FPKM of at least 10 in any one of these conditions.

DAPseq data used in this study were deposited in the NCBI Sequence Read Archive (SRA). The CYS-3 DAPseq data is accessible through SRA accession number SRX3748478 and the negative control DAPseq data is accessible through SRA accession number SRX3748477. Processed DAPseq data are available in Dataset S2.

***DNA binding consensus motif generation***

Motif discovery was performed using MEME v5.1.1 (11). The input for MEME motif discovery was DAPseq binding peak sequences with a maximum motif width of 20bp, a minimum motif width of 6bp, any number of motif sites in the sequences, the classic objective function, and a 0^th^ order Markov model for sequences. Binding peak sequences were included in motif generation if they were within 3kbp upstream of a translated gene that was at least 2-fold differentially expressed between wild type and *cys-3^-^* cells during exposure to media lacking sulfur or containing 24μM sulfate and had an FPKM of at least 10 in any one of these conditions.

**REFERENCES**

1. McCluskey K, Wiest A, Plamann M. 2010. The Fungal Genetics Stock Center: a repository for 50 years of fungal genetics research. J Biosci 35:119-126.

2. Colot HV, Park G, Turner GE, Ringelberg C, Crew CM, Litvinkova L, Weiss RL, Borkovich KA, Dunlap JC. 2006. A high-throughput gene knockout procedure for *Neurospora* reveals functions for multiple transcription factors. Proc Natl Acad Sci U S A 103:10352-10357.

3. Vogel H. 1956. A convenient growth medium for *Neurospora* (medium N). Microbial Genetics Bulletin 13:42-43.

4. Wu VW, Thieme N, Huberman LB, Dietschmann A, Kowbel DJ, Lee J, Calhoun S, Singan VR, Lipzen A, Xiong Y, Monti R, Blow MJ, O'Malley RC, Grigoriev IV, Benz JP, Glass NL. 2020. The regulatory and transcriptional landscape associated with carbon utilization in a filamentous fungus. Proc Natl Acad Sci U S A 117:6003-6013.

5. Galagan JE, Calvo SE, Borkovich KA, Selker EU, Read ND, Jaffe D, FitzHugh W, Ma LJ, Smirnov S, Purcell S, Rehman B, Elkins T, Engels R, Wang S, Nielsen CB, Butler J, Endrizzi M, Qui D, Ianakiev P, Bell-Pedersen D, Nelson MA, Werner-Washburne M, Selitrennikoff CP, Kinsey JA, Braun EL, Zelter A, Schulte U, Kothe GO, Jedd G, Mewes W, Staben C, Marcotte E, Greenberg D, Roy A, Foley K, Naylor J, Stange-Thomann N, Barrett R, Gnerre S, Kamal M, Kamvysselis M, Mauceli E, Bielke C, Rudd S, Frishman D, Krystofova S, Rasmussen C, Metzenberg RL, Perkins DD, Kroken S, et al. 2003. The genome sequence of the filamentous fungus *Neurospora crassa*. Nature 422:859-868.

6. Kim D, Langmead B, Salzberg SL. 2015. HISAT: a fast spliced aligner with low memory requirements. Nat Methods 12:357-360.

7. Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, Pimentel H, Salzberg SL, Rinn JL, Pachter L. 2012. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc 7:562-578.

8. O'Malley RC, Huang SC, Song L, Lewsey MG, Bartlett A, Nery JR, Galli M, Gallavotti A, Ecker JR. 2016. Cistrome and epicistrome features shape the regulatory DNA landscape. Cell 165:1280-1292.

9. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. 2013. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol 14:R36.

10. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS. 2008. Model-based analysis of ChIP-Seq (MACS). Genome Biol 9:R137.

11. Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, Ren J, Li WW, Noble WS. 2009. MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res 37:W202-8.

# Supplementary material for: Aspects of the Neurospora crassa Sulfur Starvation Response Are Revealed by Transcriptional Profiling and DNA Affinity Purification Sequencing
**Source:** mSphere. 2021 Sep 15;6(5):e00564-21. doi: 10.1128/mSphere.00564-21
**Supplement:** TABLE S1

| Chemical | Amount (g) |
| --- | --- |
| Citric acid monohydrate | 5 |
| Zinc chloride | 2.37 |
| Iron(II) chloride tetrahydrate | 0.397 |
| Copper(II) chloride dihydrate | 0.171 |
| Manganese(II) chloride tetrahydrate | 0.059 |
| Dihydrogen borate | 0.05 |
| Sodium molybdate dihydrate | 0.05 |

How the deposited data were processed for this re-analysis (not part of the article)

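RNA from 12 mycelial cultures was analysed, 3 for each combination of strain (wild type or *cys-3-*) and medium (4 h with 24 μM sulfate or without sulfur). Groups were formed from the sample labels, and replicate numbers follow those labels. Except in starved *cys-3-* cells, the labels number the libraries of a group in another order than Data Set S1 does. The authors made 90-bp single-end reads of poly(A) RNA on a HiSeq 4000, aligned them with HiSat2 2.0.5 to the predicted transcripts of genome version 12 with introns of up to 5000 bp, and computed the deposited FPKM values with Cufflinks 2.2.1, unstranded and normalized to compatible hits. Values of different libraries were not scaled to each other by the authors before deposition. Each file also gives the Cufflinks interval around each FPKM. The FPKM of a library summed to 561602 to 584215. Of the 9758 genes, 9757 were matched to the reference by locus tag, 99.9% of them with the same coordinates, and 4 had a failed status in a library.

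The number of reads behind an FPKM value F with upper interval bound H was taken as the square of 2F/(H − F). Of 16475 such numbers up to 20, 77.3% lay within 0.05 of a whole number. They serve as a floor (3 reads) and for the depth of each library, since the implied reads of 151 of the 5035 tested genes do not follow FPKM across libraries (SD of the log2 factor above 0.2, against a median of 0.0331). Among those genes are *eth-1* (0.535) and *cys-3* (0.387). A gene under 1 FPKM can rest on a few reads at these depths, so ratios against such levels are imprecise.

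Log2 values were computed here from the deposited FPKM with a pseudocount of 1. A linear model with 1 mean per group was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3, with moderated variances and a mean-variance trend, over genes with a mean of at least 10 FPKM in at least 1 group. Contrasts compared the media within each strain and the strains within each medium, and the interaction compared the responses of the strains. The p values were adjusted with the Benjamini-Hochberg method over all tested genes. A gene was called when the adjusted p was under 0.05, the ratio of group mean FPKM was at least 2-fold and the mean reached 10 FPKM in at least 1 group compared. For the interaction, the starvation ratios of group mean FPKM + 1 had to differ at least 2-fold between the strains. Fold changes printed for genes are ratios of group means, and ratios against a group at the floor are computed against the FPKM of 3 reads. Fold enrichments and distances of CYS-3 peaks are as the authors deposited them in Data Set S2, and no log2 or fold values of the authors' own expression tests entered a fit. Enrichment of categories and of bound genes was tested with Fisher's exact test in scipy 1.17.1, and the remaining steps used pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

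The procedure was tested on simulated data, in 5 runs with 200 changed genes each. It recovered 998 of 1000 changes for starvation in wild type with 0 false calls, 999 of 1000 between the strains in starvation with 1 false call, and 991 of 1000 for the interaction with 5 false calls. For the comparisons simulated without change, 0 genes were called among 24343 fitted. Recovery rests on the chosen sizes of the simulated changes, so it does not speak for calls near the fold-change threshold. The false calls hold only for the simulated spread. In the real libraries, another split gave 309 genes with an adjusted p under 0.05 (9 called) for starvation in wild type. For the strains in medium with sulfate, another split gave 554 such genes (3 called).

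Alternatives, set before the data were examined, changed 1 choice at a time. They were a pseudocount of 0.1, an FPKM minimum of 1 or none, fold changes on the log2(FPKM + 1) scale, scaling of libraries to the same upper quartile, quantile normalization, a fit of only the groups compared, the replicate number as a block, no variance trend, array weights, stricter lists of peaks (fold enrichment of at least 10, or within 1000 bp) and leaving out each library in turn. A limma-voom fit of the implied reads was chosen after seeing the data. Genes are named by a rule fixed with those choices: every gene the study names in its text, figures or Data Set S1, the 5 strongest rises and falls in each comparison whose replicates do not overlap, the genes around *cys-3*, and the 10 most abundant genes called here and not in the study's sheets or the reverse. DAP-seq reads, phenotypes, the KEGG categories and cultures at 800 μM sulfate were not analysed here.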

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

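The tests in this part, those of other splits of the libraries, of the libraries shared by comparisons and of the region around *cys-3*, were chosen only after the results were seen.

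The responses of the strains to sulfur starvation differed for 160 genes by the interaction term of the limma fit, 138 with a lower and 22 with a higher response in *cys-3-* cells (adjusted p under 0.05 for 698 genes, unadjusted for 1393). The paper does not report this test. Lower responses, as log2 fold changes of FPKM + 1, were largest for *tdo-4*, -9.14 (SE 0.50, adjusted p = 1.5e-07), *tdo-2*, -8.67 (SE 0.35, adjusted p = 2.7e-08), NCU05883, -7.88 (SE 0.43, adjusted p = 1.5e-07), NCU09039, -7.52 (SE 0.31, adjusted p = 2.7e-08), and NCU05156, -7.52 (SE 0.39, adjusted p = 1.0e-07). Higher responses were largest for NCU07740, 1.75 (SE 0.21, adjusted p = 1.6e-04), *ccg-9*, 1.54 (SE 0.33, adjusted p = 0.00980), *sit-9*, 1.50 (SE 0.42, adjusted p = 0.0341), *mfs-3*, 1.48 (SE 0.28, adjusted p = 0.00492), and *arg-3*, 1.46 (SE 0.29, adjusted p = 0.00532). In NCU07740, *mfs-3* and *arg-3* the fitted change is a fall in wild type (-0.88, -0.67 and -0.86). It is a rise in *cys-3-* cells (0.87, 0.81 and 0.59). In wild type and *cys-3-* cells, the change of *sit-9* was -1.23 and 0.27, and that of *ccg-9* was -1.64 and -0.10. Of the genes named here for a higher response, only NCU07740 had an adjusted p under 0.05 for starvation within *cys-3-* cells. In a random draw of 100 regroupings, 1 (the real one) gave 160 genes or more. Of the others, 2 kept the 3 starved wild-type libraries together and gave 152 and 159 genes, so the starved wild-type libraries carry most of the signal, and the rest gave at most 1. Shared libraries whose spread is independent between genes are not the whole cause of opposing fold changes. The correlation of the starvation and strain comparisons across genes was -0.88, where such simulations gave none below -0.55. Deviations that many genes of the starved wild-type libraries have in common were not simulated, so the simulations cannot exclude them. Differences in scaling are argued against by the counts under upper-quartile scaling (158) and quantile normalization (159). A response that needs CYS-3 stays open as a hypothesis for these genes, consistent with those tests, and any other difference between these particular strains was not tested.

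Starvation against 24 μM sulfate within *cys-3-* cells, a comparison the paper does not report, gave 1 differentially expressed gene, and 21 genes with an adjusted p under 0.05. The gene was NCU07316, with a log2 fold change of 0.97 (SE 0.18, adjusted p = 0.0412), from 12.3 ± 1.62 to 25.0 ± 2.63 FPKM (SD, n = 3), each starved library above each of the others; chance separates 2 groups of 3, in either direction, for 10% of genes. Its locus shares 1105 bases with that of NCU16848. Of the 10 splits of these libraries, 1 (the real one) gave a gene or more, and the others gave 0. With 3 libraries against 3 this share has no lower value, so a starvation response of NCU07316 without CYS-3 and chance cannot be told apart. The count was 10 when replicate 3 of *cys-3-* cells in 24 μM sulfate was left out.

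Some genes were differentially expressed here and are absent from the sheets of Data Set S1. For starvation in wild type they number 11: NCU03151, NCU05883, NCU10016, *mfs-29*, NCU04643, *aap-23*, *fdh*, NCU01753, NCU01103, NCU07888 and NCU06111. Between the strains in starvation they number 18: *lys-5*, NCU05883, *arg-12*, NCU10016, NCU06977, NCU16318, *cys-3*, *pdx-2*, NCU06040, NCU04643, *aap-23*, NCU04342, NCU01753, *ncw-5*, NCU01103, *met-25*, NCU10721 and NCU10351. Ratios of the former ran from 2.04-fold to 1221-fold, the largest for NCU05883, or 2011-fold without replicate 1 of wild type in 24 μM sulfate. The sheet for 24 μM sulfate lacks 1 gene, NCU03534. The real splits behind these comparisons were the only ones of 10 to give as many genes (1 for starvation, 1 for the strains in starvation and 1 for the strains in 24 μM sulfate), with at most 9, 0 and 3 genes in the others. Such a design cannot give a smaller share. By adjusted p under 0.05 alone, the other splits gave at most 309 genes for starvation (1160 in the real split) and 0 for the strains in starvation (1905). For the strains in 24 μM sulfate another split gave 554 genes, more than the 12 of the real one. On that measure the real split in 24 μM sulfate does not stand out from differences between single libraries. Of the 24 genes, 11 have a locus that shares 95 to 2253 bases with another, which leaves their reads uncertain: NCU03151, NCU05883, NCU10016, *aap-23*, NCU01753, NCU06111, *arg-12*, NCU16318, *cys-3*, *ncw-5* and *met-25*. No biological explanation was tested for this group of genes.

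NCU03534, near *cys-3*, was higher in *cys-3-* cells in both media, with a log2 fold change in 24 μM sulfate of 3.61 (SE 0.19, all 3 *cys-3-* libraries above all 3 of wild type). In starvation it was 8.32-fold higher. The resistance cassette in *cys-3* may act on genes around it. Of the 11 other genes of the region, 5 were tested and 0 were called higher in both media. The largest log2 fold changes in size of those tested, both of *acw-6*, were 0.52 in starvation (adjusted p = 0.00871) and 0.60 in 24 μM sulfate (adjusted p = 0.119). *het-6*, next to NCU03534 and under the minimum of 10 FPKM, was 1.71-fold and 1.77-fold higher in *cys-3-* cells (adjusted p = 0.00204 and 0.0351 with a minimum of 1 FPKM). NCU03535, which overlaps *cys-3* and was under the minimum as well, was 3.42-fold higher in starvation and 1.19-fold higher in 24 μM sulfate (adjusted p = 0.0658 and 0.666 in that fit). The increases of *acw-6* and *het-6*, smaller than that of NCU03534, go with an effect on the region, while NCU03537, which lies closer to *cys-3*, was not called in either medium. An effect of the cassette and an effect of the loss of CYS-3 cannot be told apart for NCU03534, since a single mutant strain was sequenced.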

How the results depend on the processing

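The number of genes differentially expressed in starved wild type, 157, ran from 149 to 234 over the alternatives that use all libraries, each with at least 149 of the 157 genes, and from 141 to 186 over the 12 fits that each left out 1 library, each with at least 136. For the interaction (160) the ranges were 146 to 188 and, with 1 library left out, 141 to 188. The number of genes shared by the starvation and strain comparisons ran from 117 to 171 and from 114 to 148. The odds ratio of bound genes stayed past its threshold throughout, at 5.90 to 21.2 and, with 1 library left out, 7.93 to 10.3.

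Between the strains in starvation, 181 genes (42 higher and 139 lower in *cys-3-* cells) became 287 (106 and 181) with a minimum of 1 FPKM and 304 (112 and 192) with none. These settings test more genes of low expression, and their calls included 181 and 179 of the 181. With 1 library left out the count ran from 164 to 224. In 24 μM sulfate the 8 genes became 14 with array weights, and ran from 5 without replicate 3 to 37 without replicate 2 of wild type in 24 μM sulfate. The cause was not tested. Of all libraries, replicate 2 of that group had the lowest array weight (0.284). It also had the largest median log2 deviation of mitochondrial genes from the group mean (1.19). Within *cys-3-* cells the 1 gene became 0 on the log2(FPKM + 1) scale, 0 without the variance trend, 0 with the replicate number as a block, 0 with limma-voom and 3 after quantile normalization, and with 1 library left out the count ran from 0 to 10, the latter without replicate 3 of *cys-3-* cells in 24 μM sulfate; the cause was not tested. With a minimum of 1 FPKM or none the count stayed at 1, but NCU07316 was not called (adjusted p = 0.0568 and 0.103), and the gene called was NCU03712, named here after its values were seen.

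For cysteine and methionine metabolism among the starvation genes, the adjusted p of 0.0473 became 0.0544 after quantile normalization and 0.0541 with limma-voom, and ran from 0.00397 to 0.0775 with 1 library left out, the latter without replicate 2 of wild type in 24 μM sulfate. For sulfur regulation between the strains, 0.00455 became 0.106 and 0.107 under those settings and ran from 0.00398 to 0.0975 with 1 library left out, the latter without replicate 3 of starved wild type. The category has few genes, and in these settings *cys-3* is not called; for the former category the cause was not tested. The other categories stayed at or under an adjusted p of 0.00540.

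Of 4037 values computed for 176 gene results, 3950 kept direction and side of the threshold, 47 no longer passed, 22 newly passed and 18 reversed, and 140 gene results did not change under any alternative. A fit of only the groups compared gave a value for 169 of them, since genes under the minimum in those groups are left out. The reversals concern 8 results, none of them past the threshold, and their cause was not tested. In starved wild type, *cys-23* turned to -0.017 with upper-quartile scaling, -0.020 after quantile normalization and -0.030 with limma-voom, and ran from -0.073 to 0.044 with 1 library left out. Likewise with 1 library left out, *gdc-2* ran from -0.043 to 0.28, *eas* from -0.066 to 0.40, NCU16018, at -0.61 with all libraries, from -0.93 to 0.30 (the highest without replicate 2 of wild type in 24 μM sulfate) and *met-13* from -0.13 to 0.049. Between the strains in starvation, *scon-3* turned to 0.012 after quantile normalization and 0.13 with limma-voom and ran from -0.11 to 0.024, *utr4* ran from -0.22 to 0.008, and *cys-23* turned to 0.035 with limma-voom.

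The limma-voom fit was chosen after seeing the data, and its values for *eth-1* (log2 fold change of -0.03 between the strains in starvation) and *cys-3* (-0.19) are not usable, since the implied reads of these genes do not follow their FPKM. Libraries with the same replicate number did not deviate together: 18 correlations between groups ran from -0.507 to 0.449, with 2 over 0.1, so the numbers do not pair the libraries. With the block, 157 genes were called for starvation in wild type. A planned look at the cysteine and methionine content of proteins was not run. The minimum of 10 FPKM left out *tdo-1*, *aso-1* and *gdc-1*. Without a minimum, *aso-1* was called in starved wild type (adjusted p = 0.0240) and between the strains in starvation (adjusted p = 0.0192), and *gdc-1* and *tdo-1* were not. Depth limits *tdo-1*, which was at or under the floor of 3 reads in every group, so that a change within that range would be missed.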

Differences from the paper's values

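In 24 μM sulfate, 2 genes were higher in *cys-3-* cells, against the paper's 4. Of the alternatives set before the data were examined, a minimum of 1 FPKM gave 3 and array weights gave 6, both within 1.5 times the paper's number. The former called only *cys-22* of the genes the paper names, and the latter called all of them. The others gave counts outside that range (27 without replicate 2 of wild type in 24 μM sulfate, and 2 under the rest).

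The increase of *mox-7* in starved wild type was 56.5-fold, against the paper's 7-fold. None of the alternatives set before the data were examined closed the gap, with ratios of 39.8 to 67.2.

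Other statements of the paper differ from the calls made here. The paper states that *aap-23* responds neither to starvation nor to CYS-3, and it was called in both comparisons, at at least 213-fold and at least 189-fold. The paper's lower limit for all 5 taurine dioxygenase genes lies above the 58.3-fold found for *tdo-5*, which passed it without replicate 3 of wild type in 24 μM sulfate or replicate 1 of starved wild type (log2 ratios of 6.02 and 6.09). The paper lists *gst-2* and *gh5-5* as upregulated in starvation, and their ratios were just under 2 here; both were called without replicate 1 or replicate 2 of wild type in 24 μM sulfate and without replicate 1 of starved wild type. The paper counts *mcp-1* among the upregulated proteases, and its ratio was 1.98, with a call only without replicate 1 of starved wild type. NCU09535 (1.98) and NCU15835 (1.35) are in the paper's starvation sheet and were not called, except for NCU09535 without replicate 3 of wild type in 24 μM sulfate or replicate 1 of starved wild type. The sheet lists NCU15835 in a single entry with *mox-7*, which was called. Log2 fold changes of that sheet differ in size from those here by a median of 0.0314. The ratios of *gst-2*, *gh5-5*, *mcp-1* and NCU09535 fall short of 2 by less than this. So does *tdo-5* of the paper's lower limit. NCU05883, NCU10016 and *mfs-29* were called in starvation here and are not in that sheet.

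For the strains in starvation, the paper's sheet holds genes that were not called. NCU16025 (ratio 2.09, adjusted p = 0.0610) was called in the fit of only the groups compared, with array weights, with limma-voom, which was chosen after seeing the values, and without replicate 1 or 2 of wild type in 24 μM sulfate or replicate 1 of starved wild type. NCU07088 (ratio 2.28, adjusted p = 0.0520) was called in the fit of only the groups compared, with the replicate block, with array weights, with limma-voom, chosen after seeing the values, and without replicate 1 or 2 of wild type in 24 μM sulfate, replicate 2 of starved wild type or replicate 2 of starved *cys-3-* cells. *uc-8* (1.96) and *mbl-3* (1.97) were called without replicate 1 of starved wild type or replicate 2 of starved *cys-3-* cells, and *gst-1* (1.97) without the latter. NCU15835 (1.46) and NCU16026, NCU16014 and NCU16015, which had a mean under 10 FPKM in each group, were not called under any setting. These need not be disagreements about single genes. NCU15835 is listed in a single entry with *mox-7*, which was called. The loci of NCU16014 and NCU16015 share 1347 and 2755 bases with that of NCU16013, and that of NCU16026 shares 1443 bases with that of NCU16025.

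For the strains in 24 μM sulfate, the paper's sheet also holds *mfa-1*, *eas*, NCU16018 and NCU16023. Their ratios were 3.49, 2.47, 2.10 and 2.25, and their adjusted p values were 0.232, 0.0813, 0.242 and 0.248. All 4 were called with array weights and without replicate 2 of wild type in 24 μM sulfate. The ratio of *mfa-1* was 2.15-fold without replicate 1 of wild type in 24 μM sulfate. NCU03534 was called here and is not in that sheet, and NCU06977 is a further bound gene that was higher in starved *cys-3-* cells, where the paper names only *gly-3* and *tpd-1*.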

Other observations

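In this part, the tests on mitochondrial genes, on replicate 1 of starved wild type, on amino acid genes and on *mox-7* were chosen only after the results were seen.

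Genes that were lower in starved *cys-3-* cells often lie next to each other. The 139 genes include 17 pairs of adjacent genes (28 genes), among them a run from NCU05883 to NCU05888. 10000 random sets of tested genes gave a median of 2 and at most 9 pairs (one-sided permutation p = 0.0001, the smallest they can give), which argues against chance. Shared reads are argued against as well, since only 1 pair, *ph7* and NCU08146, has overlapping loci. A CYS-3 peak is listed in front of at least 1 gene in 16 of the 17 pairs. A shared promoter region is a candidate explanation that stays open, and the paper does not report these pairs.

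Genes with a listed CYS-3 peak fell further in starved *cys-3-* cells than those without, by -2.43 in median log2 fold change. Within the genes with a peak, a higher fold enrichment went with a deeper fall (Spearman's rho = -0.32, two-sided permutation p = 0.00841; Pearson's r = -0.345, p = 0.00460), although neighboring genes are not independent. This may reflect direct activation, a hypothesis left open here, since fold changes are largest for genes near 0 FPKM in *cys-3-* cells and peaks come from single libraries.

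Transcripts of 17 mitochondrial genes moved together between libraries of the same group, with median log2 deviations from the group mean of -0.80 to 1.19. The large deviations were all in wild type. They ran only from -0.15 to 0.09 in starved *cys-3-* cells and from -0.04 to 0.09 in *cys-3-* cells from 24 μM sulfate. Across the 12 libraries this deviation was correlated within groups with the slope of the deviations of nuclear genes on log2 gene length (Pearson's r = -0.750, permutation p = 0.0207; Spearman's rho = -0.804, p = 0.0223), and r was -0.560 without the 2 libraries farthest from the median slope. The slopes of starved *cys-3-* cells ran from -0.028 to 0.025. Those of wild type in 24 μM sulfate ran from -0.023 to 0.018, with far larger deviations (-0.60 to 1.19). A difference in RNA capture between libraries is a candidate explanation, but it leaves the small deviations of *cys-3-* cells unexplained. No biological explanation was tested.

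Replicate 1 of starved wild type responded less than the other starved wild-type libraries. In 41 genes upregulated at least 10-fold and with at least 5 FPKM in each starved library, its log2 ratio to the mean of the others had a median of -0.93 (-2.53 to -0.21) and was below 0 in 41. A mixture with mycelium that was not starved would lower these genes by about the same factor, whereas the SD of the log2 ratio was 0.477, against 0.272 between the other libraries. A lower number of reads is argued against, since FPKM is computed per read and fewer reads would scatter it to both sides. The implied reads of the library were 0.825 times the mean of the others. A mixture and a slower response of that culture cannot be told apart from 1 library.

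A list of 49 amino acid biosynthesis genes, put together from gene symbols after the data were seen, moved in opposite directions in the strains. The median log2 fold change was -0.30 for starvation in wild type (48 genes lower), 0.15 for starvation in *cys-3-* cells and 0.41 for *cys-3-* against wild type in starvation (43 genes higher). Few of these changes passed the threshold, with 0 genes called lower in starved wild type, where 1806 of all genes had an unadjusted p under 0.05, and 4 called higher in starved *cys-3-* cells. Scaling between libraries is argued against, since after quantile normalization the medians were -0.38 for starvation in wild type, 0.14 for starvation in *cys-3-* cells and 0.428 between the strains. Of 10000 random lists of genes with similar expression, 0% had a lower median for starvation in wild type. Between the strains 0% had a higher one, and for starvation in *cys-3-* cells 100% had a lower one. Starvation in wild type and the strain comparison share the starved wild-type libraries, which by itself makes their fold changes oppose each other. The random lists do not remove this. The starvation comparisons within each strain share no library, so the opposite directions rest on them. With upper-quartile scaling the medians were -0.32, 0.17 and 0.43. A demand for amino acids that differs between the strains when sulfur is absent may explain this pattern, as a hypothesis that was not tested.

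Data Set S1 lists *mox-7* and NCU15835, whose loci overlap by 30 bases, as a single entry. The sum of their FPKM rose from 29.5 to 189 in starved wild type, or 6.41-fold, while *mox-7* alone rose 56.5-fold. A candidate explanation for the difference from the paper's ratio is that the paper's value describes both genes as 1 locus.

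Over the genes of the sheets with a value in both, the log2 fold changes of Data Set S1 were correlated with the log2 ratios computed here with Pearson's r of at least 0.999998 in each of the 3 comparisons. The median size of their difference was 0.0314 for starvation in wild type, 0.0292 for the strains in starvation and 0.0116 for the strains in 24 μM sulfate. Library medians of the FPKM of Data Set S1 over the deposited FPKM were 1.004 to 1.035 in starved wild type. In wild type from 24 μM sulfate they were 0.983 to 1.004. Data Set S1 thus scales the libraries differently from the deposited values.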
